# Macrophage-Colony-Stimulating Factor Receptor Enhances Prostate Cancer Cell Growth and Aggressiveness In Vitro and In Vivo and Increases Osteopontin Expression

**DOI:** 10.3390/ijms232416028

**Published:** 2022-12-16

**Authors:** Alexandra Mougel, Eric Adriaenssens, Boris Guyot, Lu Tian, Stéphanie Gobert, Thierry Chassat, Philippe Persoons, David Hannebique, Hélène Bauderlique-Le Roy, Jérôme Vicogne, Xuefen Le Bourhis, Roland P. Bourette

**Keywords:** M-CSF, CSF-1 receptor, prostate, C2H cell line, TRAMP, osteopontin, SPP1, transcriptome

## Abstract

Prostate cancer is a major public health concern and one of the most prevalent forms of cancer worldwide. The definition of altered signaling pathways implicated in this complex disease is thus essential. In this context, abnormal expression of the receptor of Macrophage Colony-Stimulating Factor-1 (M-CSF or CSF-1) has been described in prostate cancer cells. Yet, outcomes of this expression remain unknown. Using mouse and human prostate cancer cell lines, this study has investigated the functionality of the wild-type CSF-1 receptor in prostate tumor cells and identified molecular mechanisms underlying its ligand-induced activation. Here, we showed that upon CSF-1 binding, the receptor autophosphorylates and activates multiple signaling pathways in prostate tumor cells. Biological experiments demonstrated that the CSF-1R/CSF-1 axis conferred significant advantages in cell growth and cell invasion in vitro. Mouse xenograft experiments showed that CSF-1R expression promoted the aggressiveness of prostate tumor cells. In particular, we demonstrated that the ligand-activated CSF-1R increased the expression of *spp1* transcript encoding for osteopontin, a key player in cancer development and metastasis. Therefore, this study highlights that the CSF-1 receptor is fully functional in a prostate cancer cell and may be a potential therapeutic target for the treatment of prostate cancer.

## 1. Introduction

Prostate cancer is the most frequently diagnosed cancer in men worldwide. It represents a major public health concern in Western countries, and its incidence is increasing rapidly in Asia [1]. Despite major advances in its treatment, prostate cancer remains the leading cause of cancer death among men in 48 counties, including many developing countries in sub-Saharan Africa and Central and South America [2]. Since the androgen-signaling axis plays a pivotal role in this pathogenesis, androgen deprivation therapy (ADT) has been the basis of therapeutic strategies against locally advanced and metastatic prostate cancer. Although halted by prostatectomy and ADT, the disease often recurs as aggressive castration-resistant prostate cancer (CRPC) with capacities of invasion and metastasis. The emergence of this aggressive phenotype involves a variety of mechanisms, especially the interaction between cancer cells and the tumor microenvironment [3]. Since the pejorative prognosis of prostate cancer is mainly linked to its metastatic potential and therapies resistance, it is then important to understand the molecular events underlying these processes and to identify biomarkers of metastatic CRPC [3].

Receptor tyrosine kinases (RTKs) are key regulators of normal cellular processes since they lie at the head of a signal transduction cascade that modulates cell survival, proliferation, differentiation, adherence, and migration. Consequently, uncontrolled/biased RTK signaling plays a critical role in the majority of cancers, which made many RTKs attractive targets for cancer therapy [4,5], including for advanced prostate cancers [6].

The macrophage colony-stimulating factor (M-CSF or CSF-1) receptor (CSF-1R), encoded by the c-*fms* proto-oncogene [7,8], belongs to the RTK of class III that includes Kit, Flt3, and platelet-derived growth factor (PDGF) receptors [9]. This receptor binds both CSF-1 and interleukin 34 [10,11]. CSF-1R/CSF-1 receptor/ligand pair has essential physiological functions in monocyte/macrophage and osteoclast for proliferation and differentiation [12,13], which makes them of therapeutic interest [14,15]. The binding of CSF-1 induces CSF-1R dimerization and its autophosphorylation onto specific tyrosyl residues of the cytoplasmic domain. This creates binding sites for Src-homology 2 (SH2)-containing proteins such as Src, p85 subunit of PI3 Kinase, and Grb2 adapter, which in turn initiate multiple intracellular signaling pathways cooperating to regulate gene expression and, ultimately, cell survival, proliferation, and differentiation [16,17].

In addition to their role as an important regulator of hematopoiesis and bone resorption, CSF-1 and CSF-1R play a role in numerous cell types of non-hematopoietic origin. CSF-1R is expressed in normal placental trophoblast epithelium, and its activation by the locally high levels of CSF-1 produced by the endometrial epithelium is essential for normal embryonic implantation and placental development [18]. CSF-1R is also expressed in microglia and neural progenitor cells participating in central nervous system development [19]. CSF-1 and its receptor play a role in normal breast tissue during puberty, pregnancy, and lactation [13,20] and in breast carcinogenesis [21,22].

In normal mouse prostate, CSF-1R expression is restricted to early development. Though, CSF-1R expression has been reported in mouse and human prostate cancer tissues and cell lines [23,24]. This reexepression in adult cancer cells suggested a potential role of CSF-1R in prostate carcinogenesis. However, the functionality and biological effects of CSF-1R in prostate cells have not been investigated yet, unlike in other types of cancers [25,26]. Therefore, this study has endeavored to establish whether CSF-1R is functional in prostate cancer cells. Here we show that CSF-1R is functionally active in mouse and human prostate cancer cells. In the presence of CSF-1, CSF-1R activation induced tyrosine phosphorylation of intracellular signaling pathways and elicited proliferation and biological response. Most noticeably, CSF-1R expression greatly increased in vivo xenograft tumor growth. Moreover, we showed that the expression of numerous genes was increased by CSF-1 in prostate cancer cells, including the *spp1* gene that encodes for osteopontin, a major actor in prostate carcinogenesis.

## 2. Results

### 2.1. CSF-1 Receptor Is Functional in Murine Prostate Cancer Cells

To investigate the effects of CSF-1 receptor (CSF-1R or Fms) expression and activation in prostate cancer cells, the murine C2H prostate tumor cell line was used as a model. This clonal epithelial cell line was established from a prostate tumor of the transgenic adenocarcinoma mouse prostate (TRAMP) model [27]. The C2H cell line expresses cytokeratins, the androgen receptor, and is tumorigenic [28]. First, we transfected these cells with a firefly luciferase-expressing vector for further xenograft experiments. Thus, three stable luciferase-transfected C2H clones were obtained and called H9, N10, and N18 subclones. Transcripts of CSF-1 were detected by RT-PCR in C2H cells (Figure 1A). CSF-1 protein was detected in the culture medium conditioned by C2H parental cells and its three subclones, demonstrating that these cell populations produced and secreted CSF-1R ligand (Figure 1B). Although the C2H cell line derived from TRAMP tumors that express CSF-1R protein [23] and that Fms transcript was detected in these cells (Figure 1A), CSF-1R protein was not detected in these cell populations, neither by flow cytometric (Figure 1C) nor by western blot analyses (Figure 1D). Thus, murine c-fms cDNA was transduced in the H9, N10, and N18 subclones using a retrovirus vector [29]. Infected cells were sorted twice by flow cytometry to obtain cell populations expressing similar CSF-1R protein expression levels. This was assessed by flow cytometric (Figure 1C) and western blot (Figure 1D) analyses. Both CSF1-R isoforms (namely the gp140 Fms precursor and the gp165 Fms mature receptor) were detected, demonstrating the correct maturation of the CSF-1R as compared to FCP1-Fms myeloid progenitors and Raw264.7 macrophages (Figure 1D). Proteolytic cleavage of the CSF-1R [30] appeared to generate a fragment higher in prostate cells than in myelomonocytic FDCP1-Fms cells with the production of a 50–55 kDa intracellular fragment (Figure 1D). In order to assess its functionality, CSF-1R signaling was analyzed after stimulation by recombinant murine CSF-1. Myeloid FDCP1-Fms cells were used as a positive control [29]. Upon CSF-1 treatment, we clearly observed the autophosphorylation of the receptor and the activation of its two main canonical signaling pathways with phosphorylation of PKB/AKT and MAPK/ERKs (Figure 1E). Altogether, these results demonstrated that CSF-1R was functional in the prostate cellular environment.

### 2.2. CSF-1 Receptor Expression Promotes Prostate C2H Cell Growth and Invasion

We then evaluated the effect of CSF-1R expression on cell growth in the presence or absence of exogeneous CSF-1. As shown in Figure 2A, the addition of CSF-1 had no effect on the growth and morphology of H9, N10, and N18 cell parental clones that did not express CSF-1R. On the contrary, growth was significantly increased in CSF-1R-expressing cells, although no exogeneous CSF-1 was added to the culture medium, suggesting an autocrine activation of the receptor. Surprisingly, the addition of exogeneous CSF-1 significantly decreased cell growth (Figure 2A). This slowdown of growth was concomitant with a detachment of the cells from the substratum. Cells lost their flattened morphology, acquiring a rounded cell appearance (Figure 2B) which is similar to that of cells immediately after plating. Since all three clones displayed very similar responses in regard to cell growth, one clone was chosen to investigate cell invasion in response to CSF-1. The invasive potential of N18 and N18-Fms cells was determined by measuring invasion through a barrier of the reconstituted basement membrane, Matrigel, over a 72 h-period in the presence or absence of exogenous CSF-1 (Figure 2C). N18 cells were not able to invade through Matrigel with or without CSF-1. Similarly, N18-Fms cells did not show invasive activity in the absence of CSF-1 (Figure 2C). However, after the addition of exogeneous CSF-1, N18-Fms invasive activity was significantly increased (Figure 2C). Altogether, these data showed that CSF-1R expression in prostate cancer cells altered their potential in terms of growth, adherence, and invasion. Since all these biological properties play key roles in tumor development, this strongly suggests that CSF-1R has the ability to stimulate prostate cancer progression.

### 2.3. CSF-1 Receptor Expression Increased Tumor Cell Growth In Vivo

We next tested both parental and CSF-1R-expressing C2H subclones for their growth in vivo after subcutaneous injection in male immunodeficient SCID mice. The results obtained with the cells inoculated in both flanks, either as parental cells or those expressing the CSF-1R, are shown in Figure 3. Two subclones were selected for tumor growth monitoring, each of them with a different technique. First, H9 and H9-Fms cell growth was monitored by non-invasive bioluminescence imaging (BLI). After an initial latency, H9-Fms cells displayed rapidly growing tumors, illustrated by a considerable increase in radiance (Figure 3A). In contrast, parental H9 cells demonstrated a long lag phase before producing a slight increase in radiance (Figure 3A). Figure 3B shows the progression of tumor burden by BLI analysis of two representative mice at two different time points (17 and 31 days after cell injection). The positive effect of CSF-1R expression on tumor growth was confirmed in a second experiment using N18 and N18-Fms cells (Figure 3C). Measurements of xenograft tumors collected with manual calipers showed that N18 control cells produced small tumors after a long lag phase (Figure 3C,D). In contrast, the rapid development of tumors was observed after N18-Fms injection (Figure 3C,D).

### 2.4. Transcriptome Analysis Discovered Key Functions Regulated by CSF-1R in Murine Prostate Cancer Cells

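N18-Fms cells, the murine prostate cancer subclone made to express CSF-1R, were profiled on single-color Agilent expression arrays, unstimulated or stimulated with CSF-1 at 100 ng/mL, with 2 arrays in each of 3 groups. The sample labels and the legend of Figure 4 give stimulation for 24 h and 48 h, whereas the methods give 12 h and 24 h, and the labelled times are used throughout. The annotation in the files places the probes on mouse genome build mm9 and names 36163 genes. The authors quantified the spots with Feature Extraction and deposited the background-subtracted signal intensity of each array, without normalization between arrays. They also deposited a table of log2 values that covers part of the probes. Apart from a constant for each array, 99.81% of the differences between arrays in these log2 values lay within 0.05 of those in the log2 of the deposited signals, over 44323 probes. Of the 59305 spots other than controls on each array, 63.8% and 61.3% were well above background by the software's test on the arrays of unstimulated cells. The shares were 72.0% and 59.7% at 24 h and 58.7% and 70.4% at 48 h, and 0 spots were saturated. The difference between replicate arrays had an SD of 0.309 on the log2 scale in unstimulated cells, 0.287 at 24 h and 0.318 at 48 h, over 29332 probes. The first principal component held 63.1% of the variance and separated stimulated from unstimulated cells, and the next one held 15% and separated 24 h from 48 h. The first 24 h replicate was hybridized on another slide than the other 5 arrays. Here, the log2 of each deposited signal was taken relative to the 75th percentile of its array, and each gene was represented by its brightest probe. Genes well above background on both arrays of at least 1 group were tested, 24648 of the 36028 genes with a usable probe. The test was limma's moderated test on all 6 arrays, 2-sided, with Benjamini-Hochberg adjustment over all genes tested. The number of arrays limits the precision of every value, and an exact 2-sided test of 2 arrays against 2 cannot give a p-value below 0.333. Where a group of a gene was not well above background on both arrays, a lower limit of the fold change is given, unless 1 of these arrays was well above background and the limit equals the fitted value, which is then given instead. This limit is the mean of the brighter group divided by the mean of the dimmer group, in which each array counts with the probe's signal or with the lowest signal well above background, whichever was higher, with means taken on the log2 scale. Values in parentheses after a change are adjusted p-values of limma's test unless another test is named.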

We next compared the transcriptome profiling of prostate cancer cells stimulated or not by CSF-1 for 24 h or 48 h. For this purpose, the N18-Fms cells were chosen. The analysis of the 60K Agilent microarrays revealed 1258 and 1117 mRNA were significantly differently expressed between unstimulated cells and 24 h or 48 h CSF-1-stimulated cells, respectively (Figure 4A,B). 

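At the thresholds of Figure 4, an unadjusted p-value under 0.05 and a 2-fold change, 1908 genes differed between unstimulated cells and cells stimulated for 24 h, 1469 upregulated and 439 downregulated. Under median centring, 905 were upregulated and 1086 downregulated at 24 h. At 48 h, 1610 genes differed, 1188 upregulated and 422 downregulated. With the p-value adjusted over the 24648 genes tested, the numbers were 1532 at 24 h and 1346 at 48 h. Signal over background limits many of these changes, since 720 of the upregulated genes at 24 h and 390 at 48 h were not well above background on both arrays of unstimulated cells. Likewise, 73 of the downregulated genes at 24 h and 106 at 48 h were not well above background on both stimulated arrays. With normexp background correction followed by quantile normalization 844 genes passed at 24 h, and without the filter on dim probes 3311. Without the other 24 h replicate, so that the array on the separate slide stood alone, more genes passed at 24 h. The filter at 24 h then rested on that array and 27823 genes were tested. The rise therefore mixes a looser filter with any effect of the slide. The 2 times were also compared directly. Between 24 h and 48 h, 553 genes passed the unadjusted thresholds, 226 higher and 327 lower at 48 h, and 3292 genes had an unadjusted p-value under 0.05 at any fold change. More were higher than lower under quantile normalization (333 and 137), median centring (407 and 184) and both normexp settings. More were lower with the authors' log2 values (222 higher, 332 lower) and without the filter on dim probes (243 and 1075). Adjusted by limma, 0 genes differed between the times, and the methods' t-test gave 243 genes at the unadjusted thresholds. Without the other 24 h replicate, more genes passed between the times, again with the looser filter. Ranked by fitted values, the largest increases from 24 h to 48 h were in Sprr2g, at least 8.08-fold higher (0.117), Erbb4, at least 2.02-fold higher (0.24), and Sprr2d, with a log2 fold change of 3.05 (0.11). The place of Erbb4 rests on 24 h arrays on which it was not well above background; its limit lies below the measured increases of genes such as Tap2, and its fitted log2 value was 1.70 or 4.41 with a 48 h array left out. In the same order, the largest decreases were in Saa2, at least 7.57-fold lower (0.117), Postn, which fell by 4.50 on the log2 scale (0.143), and Saa3, which fell by 3.00 (0.145).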

A total of 546 genes were both upregulated after 24 h and 48 h of CSF-1 stimulation as compared to unstimulated cells (Figure 4B, upper panel), and 194 genes were both downregulated after 24 h and 48 h upon CSF-1 stimulation as compared to unstimulated cells (Figure 4B, lower panel).

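Of the genes tested, 856 were upregulated at both times and 255 were downregulated at both times at the unadjusted thresholds, and 730 and 214 after adjustment. A further 613 genes were upregulated at 24 h only and 332 at 48 h only, and 184 and 167 were downregulated at 24 h only and at 48 h only. Passing at a single time does not show a difference between the times, which was tested directly. Both comparisons use the same unstimulated arrays. All 6 arrays were simulated 100 times without changes, with the simulated unstimulated arrays again shared by both comparisons. The measured unstimulated arrays were not held fixed. With genes varying independently, between 1 and 17 genes were upregulated at both times and between 3 and 19 downregulated. When simulated genes varied together as in the residuals of the fit, at most 272 genes were upregulated at both times, but 3 of 100 simulations gave at least 255 downregulated genes. Across genes, which are not independent replicates, the log2 fold changes at 24 h and 48 h had a Pearson correlation of 0.858, against a median of 0.501 in the simulations with independent genes. With genes varying together the median was 0.552, and 15 of 100 simulations gave a correlation as large as the observed one. The number of downregulated genes moved most under median centring, to 457, and without the first unstimulated replicate, to 463. Among upregulated genes, 1106 passed without the filter on dim probes, and 545 when all 6 arrays had to be well above background, 544 of them among the 856. Several probes were present for 166 of the genes upregulated at both times, and in 7 of these a probe pointed the other way at 24 h; for the downregulated genes these numbers were 49 and 8. Called in opposite directions at the 2 times were 3 genes, singled out after their values were seen: 1700025F24Rik, the unnamed gene of probe A_55_P2034411, and Ssty2, each well above background only at 24 h.
Ranked by fitted values among genes called at both times whose symbol is in the RefSeq table, which leaves out BC100530 among others, the largest mean increases were in Gm5483 (NM_001082547, chromosome 16), at least 520-fold at 24 h and 2162-fold at 48 h, Gm4847 (NM_001164312, chromosome 1), at least 181-fold and 334.5-fold, and Colec10 (NM_173422, chromosome 15), at least 224-fold and 229.9-fold. Next came Stfa2l1 (NM_173869, chromosome 16), which rose at least 149.6-fold and 776-fold, and Slitrk6 (NM_175499, chromosome 14), at least 109.9-fold and 194-fold. In the same ranking, the largest mean decreases were in Ces1g (NM_021456, chromosome 8), at least 7.73-fold lower at 24 h and 10.9-fold at 48 h but no longer past 0.05 with 3 and 4 of the 6 arrays left out (adjusted p up to 0.12 and 0.1), and in Aldh1a1 (NM_013467, chromosome 19), with log2 fold changes of -4.24 (0.00297) and -4.09 (0.00259). Aldh1a7 (NM_011921, chromosome 19) had log2 fold changes of -4.43 (0.00188) and -3.58 (0.00245), and Ogn (NM_008760, chromosome 13) of -3.96 (0.00603) and -3.34 (0.00885), whose adjusted p-values reached 0.0568 and 0.0744 with single arrays left out. Aoc3 (NM_009675, chromosome 11) was at least 2.72-fold lower at 24 h and 3.82-fold lower at 48 h; its place rests on fitted values, and these limits lie below the measured decreases of genes such as Cdh3 and Bmp4.

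**Figure D1:**
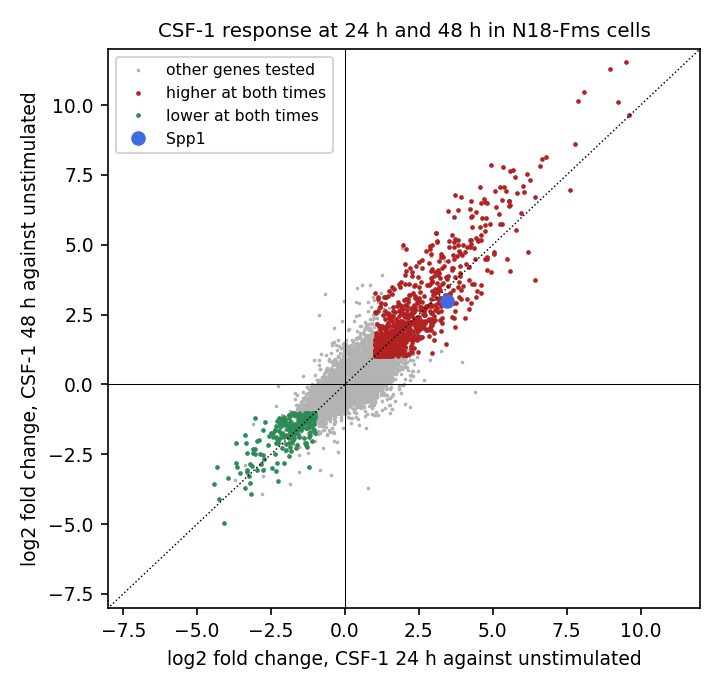
Log2 fold changes of the 24648 genes tested against unstimulated cells, at 24 h on the horizontal axis and at 48 h on the vertical axis, with equal changes on the dotted line. Red points are the 856 genes upregulated and green points the 255 genes downregulated at both times, and fitted values are drawn also for genes with only a lower limit; the blue point is Spp1.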

Genes upregulated in both 48 h and 24 h upon CSF-1 treatment when compared to untreated control (as shown in Figure 4B upper panel) were subjected to a gene ontology enrichment analysis using the GO Biological Process (Figure 4C, left panel) and Reactome terms (Figure 4C, right panel). 

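Over-representation was tested here with the mouse Reactome sets distributed with fgsea, since the gene memberships of the GO terms were not available. Of the genes upregulated at both times, 252 belonged to a Reactome set, and the background was the 5049 genes tested that belonged to one. By one-sided Fisher's exact tests, whose adjusted p-values follow in parentheses, 35 of 867 sets with 10 to 1000 background genes had an adjusted p-value under 0.05. The lowest was Cytokine Signaling in Immune system, with 56 of its 212 genes, 5.29 times the expected number (Fisher's exact test, adjusted p = 3.49e-24). Interferon Signaling had 38 of 113 genes, 6.74-fold (6.24e-20), and Interferon gamma signaling 31 of 75, 8.28-fold (3.38e-19). Growth hormone receptor signaling had 11 of 28 genes, 7.87-fold (4.82e-06), Platelet degranulation 11 of 70, 3.15-fold (0.0202), and ISG15 antiviral mechanism 6 of 26, 4.62-fold (0.0375). Platelet degranulation passed 0.05 under 21 of 24 alternatives and ISG15 antiviral mechanism under 20. Laminin interactions had 7 of 25 genes (0.00757) and passed 0.05 under 20 of 24 alternatives. It had 4 of 25 genes under median centring (0.33) and 3 of 25 after normexp background correction (0.518). Interferon alpha beta signaling had 5 of 21 genes (0.0697), Sema3A PAK dependent Axon repulsion 3 of 15 (0.477) and EGFR interacts with phospholipase C-gamma 0 of 28 (1). The number of sets past the threshold moved most under median centring, to 24, and reached 39 with all genes tested as background. Lists of semaphorins and laminins, themes of the paper's enriched terms, were written before the data were examined. They were tested with limma's camera, whose adjusted p-values follow the medians, and with one-sided Fisher's exact tests. The 25 semaphorins and plexins had median log2 fold changes of 0.11 at 24 h (adjusted p = 0.58) and 0.235 at 48 h (0.0114), and the 24 h median was -0.20 under median centring. Without the last 48 h replicate the 48 h median fell to 0.11. With all 6 arrays, the list was over-represented among genes upregulated at both times (Fisher's exact test, 0.00238). Sema7a had log2 fold changes of 6.20 and 4.76, Sema3a of 2.00 and 2.44, and Nrp1 of -2.27 and -2.11. Of this list, 12 genes at each time passed when adjusted over the list alone, and 10 and 11 when adjusted over all genes tested. The 21 laminins and their integrins had a median of -0.16, a mean of 0.16 and a downward test at 24 h (0.957), and a median of 0.034 at 48 h (0.0518), which was past 0.05 under 8 of 15 other processing choices. With 6 genes upregulated at both times and 0 downregulated, the list was over-represented among the upregulated genes (Fisher's exact test, 0.000136). Among these, Itga2 rose at least 2.83-fold and 3.11-fold, Itga1 at least 2.50-fold and 2.14-fold, and Itga6 by 1.36 and 1.27 on the log2 scale. The other probe of Itga1 had log2 fold changes of 0.38 and 0.83, under 2-fold, and with arrays left out the adjusted p-values at 48 h reached 0.078 for Itga1 and 0.0603 for Itga6. Adjusted over the list alone 12 and 7 of its genes passed, and over all genes tested 9 and 6.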

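Before the data were examined, 16 gene lists were written from general knowledge, among them 4 on immune processes. Their themes followed the terms of Figure 4C,D, which the paper derived from these same arrays. Tests of these lists are therefore not independent of the paper's enrichment. The lists are not the memberships of the GO or Reactome terms. The 50 type I interferon response and antiviral genes tested had a median log2 fold change of 3.24 at 24 h (camera, adjusted p = 4.98e-21) and 3.83 at 48 h (1.71e-33). With the 12 genes that have only a lower limit set to it, the medians were 3.02 and 3.73. At 24 h 48 and at 48 h 49 of the 50 genes were higher than in unstimulated cells, and 39 were upregulated at both times, 0 downregulated. When adjusted over the list alone, 41 and 44 genes passed, and adjusted over all genes tested 39 and 42. Usp18 had log2 fold changes of 6.67 (0.00299) and 8.06 (0.00161) and Ifit3 of 6.15 (0.00157) and 7.54 (0.000995), and Parp14 rose at least 51.7-fold and 106.8-fold. The 20 genes of MHC class I antigen presentation had medians of 1.21 (camera, adjusted p = 9.37e-06) and 2.24 (8.75e-12), with 11 upregulated at both times. Of these, H2-D1 had log2 fold changes of 3.13 (0.00471) and 5.13 (0.00141), Tap2 rose at least 8.24-fold and 42.5-fold, and Psmb9 at least 6.18-fold and 16.9-fold. Psmb9 was well above background on 1 of 2 unstimulated arrays, and its adjusted p-value was over 0.05 with 5 of the 6 arrays left out at 24 h (up to 0.175, fitted log2 values from 2.11 to 4.36) and with 3 at 48 h (up to 0.113), and under 6 of 13 other processing choices at 24 h. Of the MHC class I list, adjusted over the list alone 16 and 18 genes passed, and over all genes tested 13 and 15. The 29 JAK-STAT pathway genes had medians of 0.71 (camera, 7.23e-05) and 0.83 (3.14e-06), with 13 upregulated and 1 downregulated at both times. Socs3 had log2 fold changes of 3.75 (0.003) and 2.93 (0.00488), Cish of 3.39 (0.00157) and 3.07 (0.0015), and Il13ra1 rose at least 10.98-fold and 10.9-fold; adjusted over the list alone 22 and 21 genes passed, and over all genes tested 15 at each time. The 35 inflammatory response genes had medians of 0.69 (camera, 7.23e-05) and 0.685 (7.1e-06), with 10 upregulated and 2 downregulated at both times. Cxcl10 had log2 fold changes of 5.56 (0.00157) and 6.57 (0.00104) and Il33 of 4.81 (0.00157) and 4.58 (0.0015), and Il6 rose at least 22.9-fold and 41.6-fold; adjusted over the list alone 19 genes passed at each time, and over all genes tested 17.
Of the 16 lists at 2 times, 23 of 32 tests had an adjusted p-value under 0.05 by camera with its preset correlation of 0.01. All of these also passed with fry, where 29 of 32 did, and 0 passed when camera estimated the correlation between genes, with adjusted p-values of at least 0.107. Under that estimate the adjusted p-value was 0.264 for the interferon list at both times. Of the 4 immune lists, the interferon median at 24 h moved most with the processing, to 2.325 after normexp background correction, and the inflammatory median moved to 0.26.

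**Figure D2:**
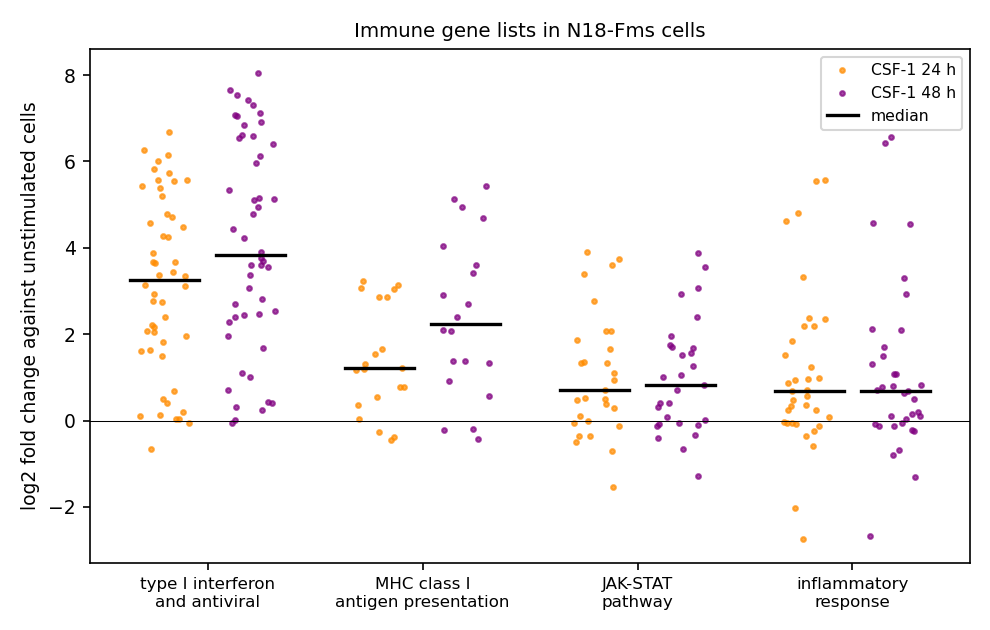
Log2 fold changes against unstimulated cells of each gene of 4 immune gene lists at 24 h (orange) and 48 h (purple), 1 point per gene, with the median as a black bar; fitted values are drawn also for genes with only a lower limit. The interferon medians are 3.24 and 3.83, and 2 of the 50 genes at 24 h and 1 at 48 h lie below 0.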

Several immune-related biological processes, including regulation of viral genome replication, Jak-STAT signaling pathway, inflammatory response, cytokine, and interferon signaling, were significantly enriched in CSF-1 stimulated cells. This suggested that some CSF-1R functions in macrophages were conserved in prostate cancer cells. 

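Of 38 macrophage marker genes listed before the data were examined, 22 were bright enough to be tested. Their median log2 fold change was 0.33 at 24 h (camera, adjusted p = 0.00232) and 0.17 at 48 h (0.0157), and 19 and 14 of them were higher than in unstimulated cells. Median centring lowered the medians to 0.018 and 0.043. Leaving out single arrays moved this list, to a 24 h median of 0.72 without the second 24 h replicate and a 48 h median of 0.38 without the first 48 h replicate. The 48 h list test was not past 0.05 without the first unstimulated replicate. With an array left out, the filter for its group rested on the lone array and more dim genes were tested. These shifts can therefore reflect the genes in the list as well as the array. With adjustment over the list alone, 9 and 7 genes passed, and over all genes tested 5 and 6. Upregulated at both times were 3 genes and downregulated 0. Mrc1 (NM_008625, chromosome 2) had log2 fold changes of 4.28 (0.000932) and 3.58 (0.000992). Mertk (NM_008587, chromosome 2) had log2 fold changes of 1.27 (0.00627) and 1.36 (0.00502), with adjusted p-values of up to 0.0625 and 0.0593 when an array was left out, and Clec4d (NM_010819, chromosome 6) of 1.30 (0.0764) and 1.40 (0.0654). Csf1r (NM_001037859, chromosome 18), the receptor gene, had log2 fold changes of 0.23 (0.348) and -0.049 (0.862). The first was -0.079 under median centring and the other 0.0032 under quantile normalization. Other Csf1r probes had 0.20 and 0.040 at 24 h, and -0.058 and 0.34 at 48 h. Because the cells carry the transduced receptor cDNA, these values cannot be assigned to the cells' own gene. Csf1, the gene of the ligand, had log2 fold changes of -0.35 (0.492) and -0.68 (0.204), and its other probes between -0.93 and -0.99 at 24 h and between -1.31 and -1.33 at 48 h. From the enrichment of immune processes among the upregulated genes, the paper proposes that part of what CSF-1R does in macrophages was conserved in prostate cancer cells.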

Interestingly, gene ontology enrichment analysis of genes downregulated revealed the enrichment in the cell adhesion process and negative regulation of epithelial cell proliferation (Figure 4D, left panel). This result was then in agreement with the biological effect of CSF-1 that we observed in prostate cancer cells stimulated by exogenous CSF-1 (Figure 2 and Figure 3).

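Of the genes downregulated at both times, 86 belonged to a Reactome set, and 3 of the 867 sets were over-represented. Elastic fibre formation had 7 of 33 genes, 12.5 times the expected number (Fisher's exact test, adjusted p = 0.000841), Molecules associated with elastic fibres 5 of 29, 10.1-fold (0.0317), and Extracellular matrix organization 12 of 191, 3.69-fold (0.0317). The last set was also over-represented among the genes upregulated at both times, with 23 of 191 genes, 2.41-fold (0.00322). With each of the 6 arrays left out in turn, Elastic fibre formation stayed over-represented, as it did under all the other alternatives, whereas Extracellular matrix organization had an adjusted p-value of 0.899 without the last 48 h replicate.
Of 52 cell adhesion molecules tested, from a list written before the data were examined, 9 were upregulated and 6 downregulated at both times. The list was over-represented among both the upregulated genes (one-sided Fisher's exact test, adjusted p = 0.000136) and the downregulated genes (6.32e-05). Their median log2 fold change was 0.15 at 24 h (camera, adjusted p = 0.314), or -0.16 under median centring, and 0.31 at 48 h (0.0142). The 48 h value had an adjusted p-value of 0.062 without the first unstimulated replicate and of 0.0627 without the last 48 h replicate. Adjusted over the list alone, 29 genes passed at each time, and over all genes tested 22 and 21. Cdh3 (NM_007665, chromosome 8) had log2 fold changes of -3.66 (0.00523) and -2.97 (0.00825), with adjusted p-values of up to 0.0556 and 0.0647 when an array was left out. Cdh5 (NM_009868, chromosome 8) was well above background on 1 of 2 unstimulated arrays and had log2 fold changes of 3.88 (0.00321) and 3.99 (0.00248), and Itgb3 (NM_016780, chromosome 11) rose at least 19.1-fold and 8.83-fold, with adjusted p-values of up to 0.062 and 0.0973 with arrays left out. The 36 elastic fibre genes had 3 upregulated and 7 downregulated at both times (Fisher's exact test among the downregulated genes, adjusted p = 1.21e-06). Their median at 24 h was 0.028 with a mean of -0.12 and a downward test (camera, 0.184), and -0.016 at 48 h (0.494). Bmp4 had log2 fold changes of -3.30 (0.00109) and -2.46 (0.00133), and Fbln5 of -2.33 (0.00354) and -3.12 (0.0015). Counting only this list in the adjustment, 17 and 15 of these genes passed, and over all genes tested 16 and 13. The 36 genes of collagens and collagen fibril organization had medians of -0.42 (camera, 0.00118) and -0.39 (0.0147), with 3 upregulated and 6 downregulated at both times. The 48 h value had an adjusted p-value of 0.14 without the second unstimulated replicate. Dcn had log2 fold changes of 2.09 and 2.80, Dpt of -1.85 and -1.84, and Cyp1b1 of -1.97 and -1.60, where Dcn at 24 h reached 0.0984 and Cyp1b1 at 48 h 0.0839 with arrays left out; adjusted over the list alone 24 and 20 genes passed, and over all genes tested 19 and 20.

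**Figure D3:**
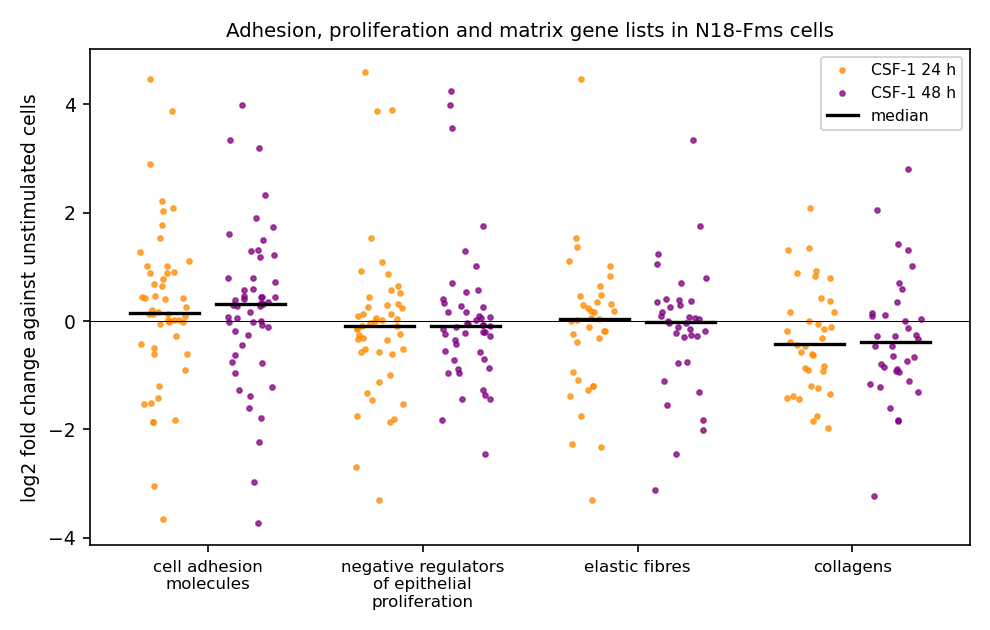
Log2 fold changes against unstimulated cells of each gene of 4 gene lists at 24 h (orange) and 48 h (purple), 1 point per gene, with the median as a black bar; fitted values are drawn also for genes with only a lower limit. The medians of the cell adhesion molecules are 0.15, or -0.16 under median centring, and 0.31, with genes on both sides of 0.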

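Gene lists on proliferation were tested in the same cells. Of 47 negative regulators of epithelial proliferation, 4 were upregulated and 6 downregulated at both times, and the list was over-represented among the downregulated genes (one-sided Fisher's exact test, adjusted p = 4.64e-05) and not among the upregulated genes (0.106). Its median log2 fold change was -0.088 at 24 h (camera, adjusted p = 0.0473) and -0.098 at 48 h (0.314), where the mean was 0.022. The 24 h value was no longer past 0.05 under 7 of 15 other processing choices, nor without the second unstimulated replicate (0.144). Without the first unstimulated replicate the 24 h median was 0.0029. Adjusted over the list alone 25 and 20 genes passed, and over all genes tested 17 and 16. Cdkn1a (NM_007669, chromosome 17) had log2 fold changes of 4.60 (0.00157) and 3.56 (0.00195), and its other probe 1.24 and 0.86. Fst (NM_008046, chromosome 13) was well above background on 1 of 2 unstimulated arrays and had log2 fold changes of 3.88 (0.00966) and 4.24 (0.00766), which were 3.15 and 3.51 without the first unstimulated replicate; its adjusted p-values reached 0.0709 and 0.0702 with arrays left out. The 46 genes of cell cycle and proliferation had medians of -0.30 at 24 h (camera, adjusted p = 2.04e-08) and -0.53 at 48 h (1.15e-12). At 24 h 42 and at 48 h 46 of them were lower than in unstimulated cells, but 1 was downregulated at both times at the 2-fold threshold, Tk1, with log2 fold changes of -1.06 (0.00717) and -1.06 (0.00692). The Tk1 values were -0.94 and -0.98, under 2-fold, with normexp background correction followed by quantile normalization. With each array left out in turn they lay between -1.007 and -1.117 at 24 h and between -1.004 and -1.114 at 48 h. When adjusted over the list alone, 14 and 34 of the cell cycle and proliferation genes passed, and over all genes tested 10 and 21.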

An overview of all enriched biological categories and gene pathways revealed in the analysis is given in Supplementary Table S1. 

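Table S1 holds 4 sheets, GO biological processes and Reactome pathways for the genes upregulated and for the genes downregulated at both times, each with the number of genes of a term in a human reference and in the list, the fold enrichment and its false discovery rate. The paper's sheets list 505 over-represented and 6 under-represented GO processes and 50 Reactome pathways for the upregulated genes, and 125 GO processes and 3 Reactome pathways for the downregulated genes. The paper's mapped lists hold 409 and 167 genes, set against 20595 human genes. In the analysis made here, the corresponding Reactome lists of mouse genes held 252 and 86 genes, set against the 5049 genes bright enough to be tested, so the fold enrichments are on different backgrounds, and the sets also differ in their genes. The paper's sheets list cell adhesion for both directions, with a reported fold enrichment of 2.06 among upregulated and 3.37 among downregulated genes. Positive regulation of epithelial cell proliferation is also listed for both, with the paper's values of 3.37 and 5.09, and negative regulation for the downregulated genes, with 9.56. Of the paper's Reactome pathways for the downregulated genes, all 3 were over-represented here as well.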

Notably, several genes that were previously reported to be associated with cancer development were changed in their expression after CSF-1 stimulation. Among them, spp1 encoding for osteopontin was significantly upregulated both after 24 h and 48 h of CSF-1 stimulation (Figure 4A). This prompted us to investigate the expression of spp1/osteopontin in CSF-1-stimulated prostate cancer cells.

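Beyond Spp1, the text names no gene for this statement, so 4 lists written before the data were examined are given, on growth factor signaling, ERK targets, matrix proteases and epithelial-mesenchymal transition. The 29 ERK target genes had median log2 fold changes of 0.955 at 24 h (camera, adjusted p = 1.03e-08) and 0.705 at 48 h (1.47e-08), with 12 upregulated and 1 downregulated at both times. Ier3 had log2 fold changes of 2.97 (0.00297) and 2.22 (0.0052), Spry4 of 2.42 (0.00729) and 2.31 (0.00793), and Fos of 2.94 (0.00856) and 2.12 (0.0199), where Fos had adjusted p-values of up to 0.0715 and 0.118 with an array left out. With adjustment over the list alone, 26 and 19 ERK targets passed, and over all genes tested 22 and 18. The 21 genes of EGFR ligands and ERBB signaling had medians of 0.27 (camera, 0.0473), or -0.040 under median centring, and 0.29 (0.00261), with 5 upregulated and 0 downregulated at both times. With arrays left out in turn the 24 h adjusted p-value reached 0.269, without the second 24 h replicate. Btc, well above background on 1 of 2 unstimulated arrays, rose by 4.41 (0.00107) and 4.50 (0.000992) on the log2 scale, Areg by 3.27 (0.0112) and 2.37 (0.0267), and Errfi1 by 1.89 (0.0043) and 1.27 (0.011); the Areg values reached 0.0847 and 0.153 with an array left out, and Errfi1 at 48 h 0.089. In this list 9 and 8 genes passed when adjusted over the list alone, and 7 at each time over all genes tested. The 27 matrix proteases and their regulators had medians of 0.79 (camera, 0.000109) and 1.23 (2.46e-06), with 10 upregulated and 2 downregulated at both times. The 48 h median was 0.67 without the filter on dim probes. It was 0.78 without the second 24 h replicate, an array that does not enter the 48 h comparison. The filter at 24 h then rested on the lone array, so more dim genes were tested (27823 genes in all). Mmp10 had log2 fold changes of 5.47 (0.0103) and 4.49 (0.0182) and Serpinb2 of 4.35 (0.00982) and 3.60 (0.0169), with adjusted p-values of up to 0.0669, 0.103, 0.0763 and 0.101 when an array was left out. Mmp13, well above background on 1 of 2 unstimulated arrays, had log2 fold changes of 3.53 (0.031) and 5.14 (0.0124), which were not past 0.05 with 5 of the 6 arrays left out at 24 h (adjusted p up to 0.136) and with 3 at 48 h (up to 0.0677). In this list 15 and 18 genes passed when adjusted over the list alone, and 14 and 16 over all genes tested. The 22 epithelial-mesenchymal transition markers had medians of 0.033 and 0.049 with means of -0.070 and -0.044 and downward tests (camera, 0.419 and 0.904), with 0 upregulated and 1 downregulated at both times, Acta2, which fell by 2.25 (0.0356) and 3.45 (0.0127) on the log2 scale. Its 24 h value was not past 0.05 with any of the 6 arrays left out (adjusted p up to 0.175), nor its 48 h value with 3 of them (up to 0.0992). Here 5 and 3 genes passed when adjusted over the list alone, and 3 at each time over all genes tested.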

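The arrays carry 1 probe for Spp1 (NM_009263), on chromosome 5 of mm9 from 104868502 to 104868561, which was well above background on all 6 arrays. Its normalized log2 signal was 3.14 ± 0.58 (SD, n = 2) in unstimulated cells, 6.58 ± 0.20 (SD, n = 2) after 24 h and 6.13 ± 0.20 (SD, n = 2) after 48 h of CSF-1. The log2 fold change was 3.44 at 24 h (standard error 0.295, adjusted p = 0.00445) and 2.99 at 48 h (standard error 0.295, adjusted p = 0.0056). Every stimulated array lay above both unstimulated arrays, whose values of 2.73 and 3.55 differed more than those of the other groups. From 24 h to 48 h the log2 fold change was -0.45 (adjusted p = 0.572). Among the processing choices, median centring moved the values most at 24 h, to 3.13. The methods' t-test kept the values and gave adjusted p-values of 0.165 and 0.171. With each array left out in turn, the log2 fold change lay between 3.03 and 3.85 at 24 h and between 2.58 and 3.398 at 48 h. The adjusted p-value rose to 0.054 at 24 h without the second 24 h replicate and to 0.0522 at 48 h without the first 48 h replicate.

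**Figure D4:**
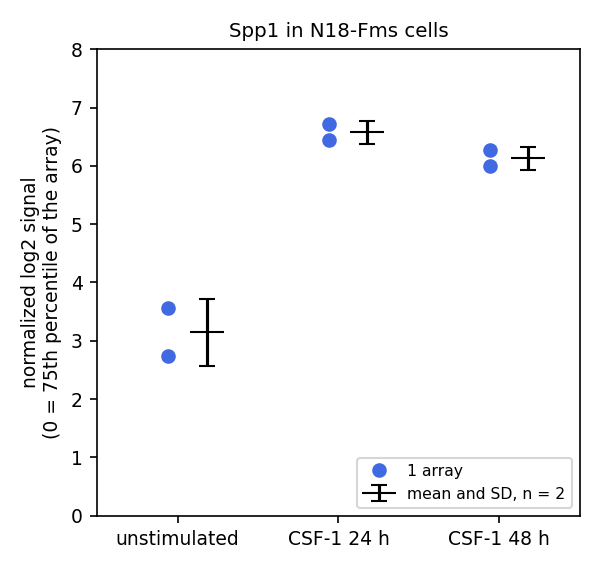
Normalized log2 signal of Spp1 relative to the 75th percentile of each array, 1 point per array, beside the mean and SD (n = 2) of unstimulated cells and cells stimulated for 24 h and 48 h. The unstimulated arrays lie at 2.73 and 3.55 and the lowest stimulated array at 5.99.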

### 2.5. Spp1 Gene Encoding Osteopontin Is a Target of CSF-1R in Murine Prostate Cancer Cells

Osteopontin (OPN) is a secreted protein produced by numerous cell types, including macrophages [31]. Since CSF-1 is the primary regulator of macrophages, this prompted us to test if ligand-activated CSF-1R is regulating spp1 gene expression in macrophages. First, using the CSF-1-dependent macrophage cell line Bac1.2F5 (Figure 5A), we measured a net increase in the expression of osteopontin transcripts in response to CSF-1 (Figure 5B). Next, we investigated the expression of the spp1 gene in the three different prostate subclones stimulated by CSF-1. As shown in Figure 5C, CSF-1 induced a significant increase in osteopontin transcript in the three CSF-1R-expressing clones but not in the control cell populations that did not express the CSF-1R. To extend these results to two other cell lineages, we tested the C3-223 mammary cancer cell line and the NIH 3T3 fibroblast cell line where CSF-1R was overexpressed similarly to prostate C2H subclones (Figure 5D). CSF-1 stimulation increased spp1 gene expression only in the C3-223-Fms mammary cancer cells (Figure 5E) but not in the NIH 3T3. Together, these results showed that spp1/osteopontin is a target gene of the CSF-1/CSF-1R axis in both prostate and breast cancer cells but not in the NIH3T3 fibroblast cell line.

### 2.6. CSF-1R Is Functional in Human Prostate Cancer Cells and Increases Osteopontin Gene Expression

To determine if CSF-1R is also functional in human prostate cancer cells, we selected two malignant prostate cancer cell lines. M12 is a subline derived from the P69 prostate cell line and displays a mesenchymal-like, highly tumorigenic, and metastatic phenotype [32,33]. Interestingly, we observed that M12 cells express low levels of CSF-1R on the cell surface (Figure 6A, left panels). PC3 is an androgen-independent cell line derived from bone metastasis [34]. No CSF-1R expression could be detected on the cell surface (Figure 6A, left panels). Human CSF-1R was then overexpressed in both cell lines leading to a cell surface expression similar to those obtained with C2H subclones (Figure 6A, right panels). After CSF-1 stimulation of M12-Fms cells, we observed tyrosine phosphorylation of the CSF-1R, AKT, and ERKs, demonstrating the functionality of the CSF-1R in these cells (Figure 6B). In PC3-Fms cells, CSF-1 stimulation properly induced autophosphorylation of its receptor (Figure 6B). AKT was highly phosphorylated in the absence of CSF-1, and no detectable increase in AKT phosphorylation was observed in response to CSF-1 (Figure 6B). Although CSF-1R is functional in these cells, no ERK phosphorylation was observed in response to CSF-1 (Figure 6B). These results were similar to those demonstrating that in PC3 cells, the absence of PTEN induced constitutive AKT activity, leading to the inactivation of the MAPK/ERK pathway [35]. In culture, the addition of CSF-1 modified PC3-Fms cell morphology to a more rounded shape (Figure 6C). Finally, CSF-1 induced a significant increase in spp1/osteopontin gene expression in both Fms-expressing PC3 and M12 cells but not in the PC3 control cells that do not express the CSF-1R (Figure 6D). A low but significant induction was observed in M12-Ctl cells, probably due to low cell surface Fms expression in this cell line (Figure 6A). All together and in agreement with those obtained in murine cells, these results confirmed the functionality of CSF-1R in prostate cancer cells and osteopontin as a downstream target of CSF-1 signaling in these cells.

## 3. Discussion

Abnormalities in RTK expression and activation are associated with a wide range of diseases. In cancer, RTK plays a key role in the development, progression, and resistance to therapy [5]. Of particular interest, multiple RTKs and their respective ligand are implicated in complex signaling pathway crosstalks supporting both tumor cell metastasis and resistance to therapy [36]. A large number of studies aimed to dissect the RTK signaling pathways and the consequences of their inhibition on tumor development. In the case of the CSF-1/Fms receptor, two aspects are relevant to tumor biology. First, CSF-1R regulates tumor-associated macrophages (TAM) to promote tumor progression. TAM represents a major part of immune cell populations that infiltrate into tumors and contribute to tumor progression at multiple levels, including immunosuppression. CSF-1R is thus a prime target for treating solid tumors such as prostate or breast cancer alone or in combination with chemotherapy [37] or radiation therapy [38]. Though targeting CSF-1R expression on TAM appears as a promising strategy [39], the beneficial effects still need to be further investigated [40,41,42]. Second, numerous studies have demonstrated that CSF-1R also drives tumor cell progression in several cancer types, including renal cell carcinoma [43], ovarian cancer [44], colorectal cancer [45], bladder cancer [46], mesothelioma [47], and melanoma [48]. Breast cancer is the most consistently documented type of cancer concerning the expression and function of CSF-1R. Its expression has been demonstrated in various breast cancer cell lines and tissues specimen. In breast carcinoma cells, CSF-1R has been demonstrated as being functional and implicated in various biological effects, such as proliferation, invasion, and epithelial-mesenchymal transition [21,25,49,50,51,52,53,54,55]. Moreover, its expression is correlated with poor clinical outcomes [22,56]. Thus, the role of the CSF-1/CSF-1R axis in supporting the growth and motility of several solid tumors has been well documented [57].

Few studies have investigated the expression of CSF-1R and its ligand in prostate cancer. Ide et al. [23] described CSF-1R expression in the adenoma of the prostate of the TRAMP mouse model of prostate cancer [27] and in human prostate cancer cell lines. Using a panel of the human prostate cancer tissue specimen, they showed by immunohistochemistry that CSF-1R is expressed by almost all specimens with the most intense signal in prostatic intraepithelial neoplasia (PIN) and carcinomas of histological Gleason grade three or four. Richardsen et al. [58] showed that both CSF-1R and CSF-1 were expressed in prostate tumors with higher expression in patients with metastatic prostate cancer as compared to patients with non-metastatic prostate cancer. Yet no study has been performed that specifically aimed at determining the biological effects of CSF-1R in prostate cancer cells. This prompted us to explore whether CSF-1R expression is functional in prostate cancer cells.

Here we have shown that in response to CSF-1, CSF-1R autophosphorylated and activated two major signaling pathways, ERK1/2 and AKT. Thus, signaling pathways downstream of CSF-1R in prostate cancer cells were similar to those in myelomonocytic cells [16]. Interestingly, tyrosine phosphorylation patterns after CSF-1 stimulation were similar but slightly different between myeloid FDCP1-Fms cells and prostate C2H-Fms cells (Figure S1), suggesting that tissue specificity for the CSF-1R substrates may exist. These notable differences warrant further research to decipher the specific substrates of CSF-1R in carcinoma. A previous analysis of the downstream substrates of CSF-1R in breast cancer cells has unveiled novel CSF-1R targets, which could then play a specific role in epithelial tumorigenesis [50]. Expression of CSF-1R alone was sufficient to increase cell proliferation in monolayer culture, suggesting an autocrine stimulation of these cells, which produce CSF-1. Upon addition of CSF-1 to the culture medium, the cellular response was modified with a decrease in cell proliferation and a change from flattened to rounded cell morphology with a trend to detachment. The addition of CSF-1 also increased cell invasiveness in the presence of a matrix gel. This suggested that CSF-1 concentration could influence the nature of cell response. Interestingly, we have previously demonstrated that strong CSF-1R stimulation was required in myelomonocytic cells to obtain a differentiation response, with a central role in MAPK pathway activation [59]. Similarly, in lung cancer cells, CSF-1 level and duration of stimulation controlled the cell invasiveness [60]. Thus, a local environment with high CSF-1 concentration may favor tumor cells to invade and metastasize. Tumor stroma contains several cell types capable of producing CSF-1, such as endothelial cells and fibroblasts. However, the first candidates to consider are TAM, which produces CSF-1 and is implicated in most of the steps of tumoral development, especially invasion [61,62]. Macrophages may also favor carcinoma cell invasion through a CSF-1/epidermal growth factor paracrine loop, as described in breast cancer [63]. Here we have shown that CSF-1R expression had a tremendous effect on tumor growth as compared to cells that did not express CSF-1R. Altogether, these results strongly suggest that CSF-1R is able to play an active role during prostate cancer development, which is in accordance with the previous studies demonstrating that CSF-1R expression is correlated with poor prognosis of prostate cancer [23,58]. A recent study by Kwon et al. using transgenic mice expressing CSF-1 in the prostate gland demonstrates that forced CSF-1 expression promotes immune cell infiltration and low-grade PIN but fails to transform prostate cells [64]. Interestingly, CSF-1R was not detected in prostate cells in these PIN lesions, suggesting that CSF-1R expression might be an important step in tumor progression toward carcinoma. The mechanisms of abnormal CSF-1R in all the various types of tumors, prostate, breast, and ovary, still remain unknown and warrant further investigations.

While conducting cDNA microarray assays for differentially expressed genes downstream of CSF-1R signaling, we identified spp1/osteopontin as a gene of interest. Osteopontin is a multifunctional phospho-glycoprotein secreted in the microenvironment and a key regulator of tumor progression and immunomodulation [65,66]. We showed that osteopontin transcript expression was increased by CSF-1 both in murine and human prostate cancer cells. Interestingly, we showed that the *spp1* gene was a CSF-1R-responsive gene in a macrophage cell line, a mammary cell line, but not in a fibroblast cell line. This suggests that spp1/osteopontin is one example of CSF-1-responsive genes shared between myelomonocytic lineage and carcinoma cells expressing CSF-1R. Considering the complex relationship between CSF1/CSF-1R-expressing carcinoma cells and macrophages, synthesis of OPN is of particular interest since OPN is a chemoattractant for macrophage and regulates its adhesion, migration, differentiation, and production of cytokine [65,67,68]. Thus, Zhu et al. have shown that OPN stimulates the synthesis of CSF-1 by TAM of hepatocellular carcinoma and identifies the OPN/CSF-1/CSF-1R axis as a critical mediator in the immunosuppressive nature of the cancer microenvironment [69]. In prostate cancer, numerous pieces of evidence have shown that OPN is closely associated with the proliferation and metastasis of cancer cells [70]. In prostate cancer mouse models, OPN expression was observed at all different levels of tumor progression and increased from PIN to adenocarcinoma, with the highest level during metastatic progression [71]. OPN has been described as a biomarker and a potential therapeutic target for metastatic castration-resistant prostate cancer [72]. Messex et al. have recently shown that macrophage-produced OPN that stimulates the growth of prostate cancer cells [73]. Thus, OPN is one example of how prostate cancer cells, via the CSF-1/CSF-1R axis, are able to remodel the extracellular matrix and the immune landscape.

In summary, this study has demonstrated the functionality of CSF-1R in prostate cancer cells and has unveiled osteopontin as a CSF-1R-target gene. Given that CSF-1R also plays a critical role in the tumor immune landscape, more research is warranted in this area for a better understanding of how CSF-1R regulates prostate cancer development and how this knowledge could be used in terms of therapeutic strategies.

## 4. Materials and Methods

### 4.1. Cell Lines and Cell Culture

TRAMP-C2 cell lines were established from the spontaneous TRansgenic Adenocarcinoma of Mouse Prostate (TRAMP) model [27]. TRAMP C2H clonal cell line, a gift of Dr. Norman Greenberg, was established by three rounds of dilutional cloning from the previously characterized tumorigenic TRAMP-C2 cell line [28]. TRAMP C2H cells were transfected with pGL4.50 [luc2/CMV/hygro] or pGL4.50 [luc2/CMV/neo] (Promega, Charbonnières-les-bains, France) using PEI/ExGen 500 (Euromedex, Souffelweyersheim, France), according to the manufacturer’s instructions. Transfected cells were selected using either hygromycin (Sigma, Saint-Quentin-Fallavier, France; 250 μg/mL) or neomycin (Sigma, G418, 1 mg/mL), and individual clones were isolated by limiting dilution and tested for luciferase activity using dual-luciferase reporter assay system (Promega). Two C2H neomycin-resistant clones (N10 and N18) and one hygromycin-resistant clone (H9) were selected for further analysis. Cells were maintained in Gibco high-glucose Dulbecco’s modified Eagle’s medium (DMEM, Invitrogen, Illkirch-Graffenstaden, France) containing 10% fetal bovine serum (FBS, Invitrogen) supplemented with antibiotics (Zell Shield, Biovalley, Illkirch-Graffenstaden, France) and dihydrotestosterone (100 μM, Androstan, Sigma, #A8380) at 37 °C in a humidified atmosphere containing 5% CO_2_. The murine hematopoietic interleukin-3 (IL3)-dependent cell line FDCP1-Fms was maintained in DMEM-10% FBS supplemented with IL3 and antibiotics [29]. NIH 3T3 mouse fibroblasts and C3-223 mouse mammary cancer cells were maintained in DMEM-10% FBS supplemented with antibiotics. The C3-223 cell line has been established from the transgenic FVB C3(1)-Tag mouse model of breast cancer [74]. Briefly, a mammary tumor was dissociated, and single cells were placed in culture in a 10 cm-plastic dish (Corning, Dutscher, Bernolsheim, France). Adherent cells were kept in culture for up to 40 passages (5 months) without any sign of senescence. C3-223 cells are of epithelial origin, as evidenced by T antigen expression (Figure S2) that occurred in the mammary epithelium of C3(1)-Tag female mice [75]. The human M12 cell line [32] was a gift from Dr. BS Kundsen (Fred Hutchinson Cancer Research Center, Seattle, USA). The human PC3 cell line was obtained from American Type Culture Collection. Both human cell lines were maintained in Gibco Roswell Park Memorial Institute -1640 medium (RPMI, Invitrogen) supplemented with 10% FBS and antibiotics.

### 4.2. CSF-1R Transduction

Murine wild-type Fms receptor was introduced in different murine cells by retroviral infection using 0.45 μm-filtered supernatants of packaging Psi-2 Fms cells in the presence of polybrene (4 μg/mL) as previously described [29]. Infected cells were selected twice for cell surface Fms expression by FACS Aria II (BD Biosciences, Le Pont de Claix, France) after staining with anti-mouse CD115 antibody, APC (Thermo Fisher Scientific, Illkirch-Graffenstaden, France, eBioscience #17-1152-80). Human PC3 and M12 cells were transfected with a human CSF-1R expression vector (GenScript, Piscataway, NJ, USA, #OHU24034) or empty pcDNA3.1 vector as a control, using JetPRIME transfection reagent, according to the manufacturer’s guidelines (Polyplus Transfection, Illkirch-Graffenstaden, France). Transfected cells were selected using G418 (0.5 mg/mL), then cells transfected with CSF-1R expression vector were further selected for cell surface Fms expression by FACS Aria II (BD Biosciences) after staining with anti-human CD115 antibody, PE (eBioscience, #12-1159-42).

### 4.3. Growth Studies

Cell proliferation was evaluated by plating 2 × 10^4^ cells per plate in a 6-well plate in 2 mL of culture medium with or without 50 ng/mL of recombinant murine CSF-1 (rmCSF-1) (#315-02, Peprotech, Neuilly-sur-Seine, France). After 72 h, cells were isolated after trypsinization using trypsin–versene (EDTA) solution, and cell counting was performed under the microscope using a Malassez counting chamber.

### 4.4. Invasion Assay

Invasion assay was performed using inserts BD Falcon FluoroBlok (#351152, BD Biosciences) with 8 μm pore size PET membrane on 24-well insert companion plate (#353504, BD Biosciences). Inserts were coated with 50 μL of Matrigel^®^ matrix diluted to half in serum-free DMEM, then incubated for 1 h at 37 °C. For the experiment, each condition was performed in triplicate; 500 μL of DMEM-1% FBS containing 10^4^ cells were deposited on each insert. Inserts are introduced into insert companion plate containing 750 μL of DMEM-1% FBS with or without rmCSF-1 (50 ng/mL). After five days at 37 °C in 5% CO_2_ atmosphere, the invasive potential of cells was measured by fluorescence using FLUOstar OPTIMA plate reader (BMG Labtech, Champigny-sur-Marne, France) after cell staining with calcein AM (#65-0853, eBioscience) for 1 h at 37 °C.

### 4.5. ELISA

For CSF-1 quantification, 5 × 10^4^ cells per well were plated in 1 mL of culture medium in 6-well plates for 48 h. Conditioned medium was collected, filtered 0.45 μm, and subjected to ELISA using commercially available mouse M-CSF ELISA Kit (#900-K245, Peprotech) according to the manufacturer’s instructions. The CSF-1 secretion was measured with a standard curve.

### 4.6. RT-PCR

Total RNA was isolated using the RNeasy mini kit (Qiagen, Courtaboeuf, France). The QuantiTect reverse transcription kit (Qiagen) was used to convert RNA to cDNA as per manufacturer’s instructions. Standard PCR was performed in 0.2 mL thin-walled tubes (Thermo Fisher Scientific) using KAPA2G hot start kit (Kapa Biosystem, KK562). Thermal cycling was carried out in an MJ Research PTC-100 instrument (Watertown, MA) in a 25 μL reaction volume. PCR products were size-fractionated on a 1.5% ethidium bromide-containing agarose gel. For quantitative PCR (qPCR), diluted cDNAs were transferred to 96-well PCR optical plates (Axygen). KAPA SYBR FAST qPCR kit (Kapa Biosystems, Saint-Quentin-Fallavier, France) was used. qPCR was performed using the Agilent Mx3000P detection system (Agilent Technologies, Les Ullis, France). Relative mRNA levels were determined following normalization to mouse RPLP38 or human RPLP0 housekeeping genes and analysis of the comparative threshold cycle (2^−ΔΔCt^) method. Experiments were performed in duplicate. Primer sequences are presented in Table A1 (Appendix A)

### 4.7. Microarray Analysis

N18-Fms cells were stimulated by rmCSF-1 (100 ng/mL) for 12 h or 24 h or left unstimulated. Total RNA from two independent experiments was extracted with the RNeasy Plus Kit (Qiagen) and was quantified with the NanoDrop ND-1000 (Thermo Fisher Scientific). Quality of the extracted RNA was evaluated with the Agilent 2100 Bioanalyzer system (Agilent Technologies). cRNA labeling, hybridization, and detection were carried out according to supplier’s instructions (Agilent Technologies). For each microarray, Cyanine 3-labeled cRNA was synthesized with the low input Quick Amp WT labeling kit from 100 ng of total RNA. RNA Spike-In was added to all tubes and used as positive controls of labeling and amplification steps. Labeled cDNA samples (600 ng) were used for 17- hour hybridization at 65 °C to the SurePrint G3 mouse GE 8 × 60K Microarrays (Agilent Technologies). All procedures were carried out according to the manufacturer’s instructions. The hybridized microarrays were scanned with the Agilent DNA Microarray Scanner (G2505C). Signal intensity was quantified from the scanned image by using Feature Extraction software version 11.0.1 (Agilent Technologies). Statistical comparisons and filtering were achieved with the Genespring^®^ software version GX12.0 (Agilent Technologies). 

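The paper's text names the software for the comparisons and, for the study as a whole, a general 2-sided test for means, but no normalization, filter or correction for the arrays. The methods' t-test was run on the values and genes of the limma fit, comparing only the arrays of the groups in question. It gave 1356 genes at 24 h and 1164 at 48 h at the unadjusted thresholds, of which 1344 and 1159 were also called by limma. Upregulated at both times were 606 genes and downregulated 185, all of them among limma's. After Benjamini-Hochberg adjustment it called 0 genes at both 24 h and 48 h. On simulated data with 200 changed genes among 24648, the adjusted methods' t-test recovered 1 gene at 24 h and 0 at 48 h, and limma's adjusted test 196 at each time. The simulated changes all lay well beyond the 2-fold threshold, so recovery of smaller changes was not tested.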

All these experiments were performed by Imaxio Company (Clermont- Ferrand, France). Further investigations were carried out using the GO biological process and Reactome pathways databases.

### 4.8. Immunoblotting and Antibodies

Prostate cell lines were starved overnight at 37 °C in DMEM-0.5% FBS medium. FDCP1-Fms cells were starved in DMEM-1% FBS for 3 h at 37 °C. Cells were washed in phosphate-buffered-saline (PBS, Thermo Fisher Scientific) and stimulated by 2500 U/mL of recombinant murine CSF-1 [29] or 500 ng/mL of recombinant human CSF-1 (Peprotech, #AF-300-25) for different times at 37 °C. They were then lysed with 100 μL RIPA buffer (20 mM HEPES, 1% NP40, 0.1% SDS, 5% glycerol, 142 mM KCl, 5 mM MgCl2, 1 mM EDTA, pH 7.45) supplemented with phosphatase inhibitors (1/200 Phosphatase Inhibitor Cocktail 2, Sigma # P5726) and protease inhibitors (1/400 Protease Inhibitor Cocktail, Sigma # P8340). Lysates were centrifuged and the supernatant collected. The total protein concentration was determined with the Pierce BCA Protein Assay Reagent Kit (Thermo Fisher Scientific #23225), and equal amounts of proteins (20–30 μg) were resolved on NuPAGE 4–12% Bis-Tris gels (Thermo Fisher Scientific, #NP0335BOX). Separated proteins were transferred onto a polyvinyl difluoride membrane in Towbin buffer (10% methanol, 10% Tris-glycine 1X, 0.0025% SDS). The membrane was then equilibrated in blocking buffer (casein 2 g/L, PBS 1X, 0.05% Tween). Proteins were analyzed by western blotting with anti-phosphorylated mouse/human M-CSF receptor (PhosphoTyr723, Ozyme, Saint-Cyr-L’école, France, Cell Signaling #3155), anti-phosphorylated-Akt (D9E) (Ser473, Cell Signaling #4060), anti-Akt (Cell Signaling #4691), anti-phosphorylated-p44/42 MAPK (Erk1/2) (Thr202/Tyr204, Cell Signaling^®^ #9106), anti-Erk2 (C14) (Santa Cruz, Heidelberg, Gerrmany, sc-154), and anti-actin (C4) (Santa Cruz, sc47778). After incubation with the appropriate species-specific horseradish-peroxidase-conjugated secondary antibodies (anti-rabbit (#711-035-152), ant-mouse (#115-035-146), or anti-goat (#705-035-003) (Jackson ImmunoResearch Lab^®^, Saint-Cyr-L’école, France), the antigen-antibody complexes were detected using Super Signal West Dura Extended Duration Substrate (Thermo Fisher Scientific, #34076). Luminescence was captured by digital imaging with a cooled-charge-coupled device camera (LAS 4000, Fuji, Tokyo, Japan). For all immunoblot images presented throughout this manuscript, the membranes were cut into horizon pieces according to the estimated molecular weight of proteins of interest and probed with the indicated antibodies. All cropped blots were run under the same experimental condition.

### 4.9. Tumor Xenograft Assay

Eight-week-old male severe combined immunodeficient (SCID) mice were purchased from Pasteur Institute of Lille (Lille, France) and were maintained in accordance with the Institutional Animal Care and Use Committee procedures and guidelines. Further, 1.5 × 10^5^ C2H-derived clones were resuspended in 150 μL of PBS before subcutaneous injection into flanks, with Fms-expressing cells on the left flank and control cells on the right flank of the same mice (n = 8). Tumor volume was calculated as follows: tumor volume = width × length × (width + length)/2. In order to determine the tumor volume using a bioluminescence imager (IVIS Lumina XR Caliper LS, PerkingElmer, Villebon-sur-Yvette, France), each mouse was monitored at the indicated time after intraperitoneal injection of luciferase substrate luciferin (D-luciferin Firefly potassium salt, Caliper Lifesciences, Villepinte, France, #122796) at 150 mg/kg body weight.

### 4.10. Statistical Analysis

Data are presented as mean values ± standard deviation (s.d.) of at least 3 independent experiments. The statistical analysis was performed by using a 2-sided Student *t*-test; *p* values < 0.05 were considered to be significant.

## Figures and Tables

**Figure 1:**
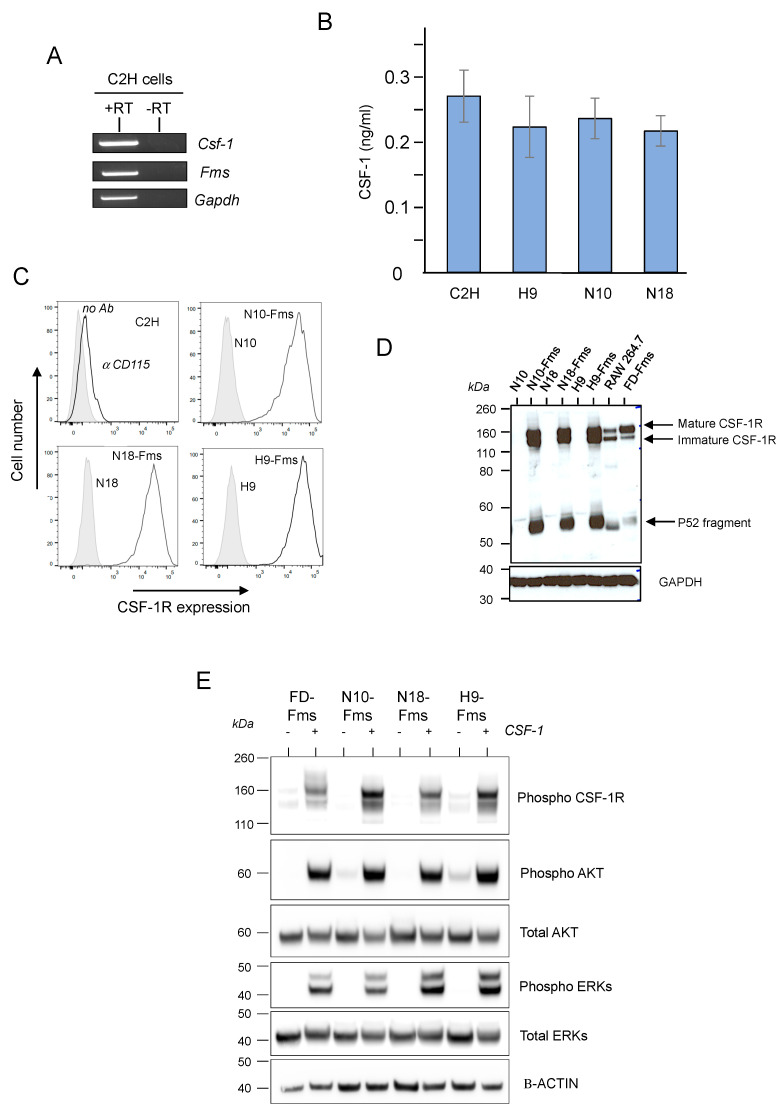
The CSF-1 receptor is functional in C2H murine prostate cells and activates major signaling pathways. (**A**) RT-PCR analysis of CSF-1, CSF-1 receptor (Fms) and GAPDH transcripts in C2H cells. N = 3. Reverse transcriptase (RT) (**B**) ELISA assay to quantify CSF-1 secretion by C2H parental cells and three subclones, H9, N10, and N18. N = 4 (**C**) murine c-*fms* cDNA encoding CSF-1R was trans-duced in the three subclones by retroviral infection; CSF-1R-expressing cells were isolated by FACS and three cell populations were obtained, called H9-Fms, N10-Fms, and N18-Fms. Cell surface expression was analyzed by flow cytometry. (**D**) Immunoblot shows that CSF-1R protein was expressed and matured as compared to Raw 264.7 and FDCP1-Fms (FD-Fms) myelomonocytic cell lines. (**E**) Western blot analysis shows that CSF-1 stimulation of Fms-expressing prostate cells activates receptor kinase activity and phosphorylation of AKT and p42/p44 ERKs substrates. As a control, activation of myeloid FD-Fms cells by CSF-1 shows similar AKT and ERKs phosphorylation. For all immunoblot images presented throughout this manuscript, the membrane was cut into pieces according to the estimated molecular weight of proteins of interest and probed with the indicated antibodies. All cropped blots were run under the same experimental conditions. Data presented here are representative of at least 3 independent experiments.

**Figure 2:**
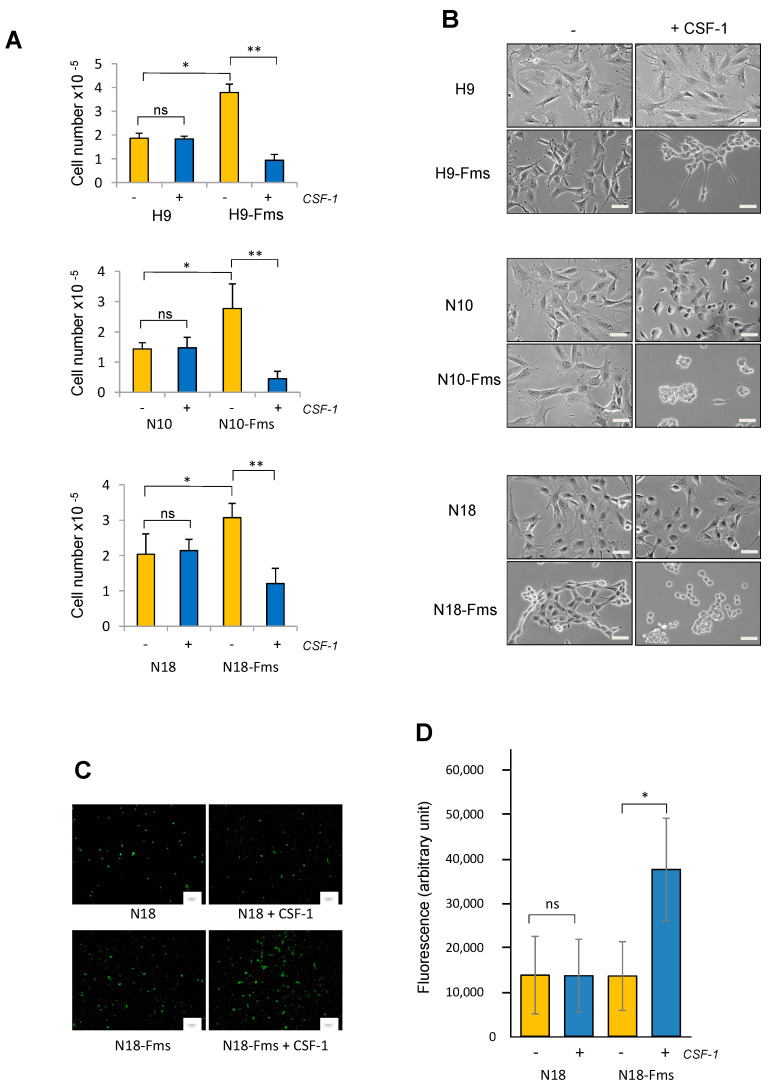
Biological effects of CSF-1R signaling on prostate cancer cells. (**A**,**B**) Effects on cell growth in 2D culture: 2 × 10^4^ prostate cells were seeded in the presence (+) or absence (-) of CSF-1 for 3 days and enumerated. (**B**) Representative photographs (n = 3) of each cell populations after 3 days of culture in the presence (+) or absence (-) of CSF-1, scale bars, 10 μm. (**C**,**D**) Effects on cell invasion. Invasive capacities of parental N18 prostate cells and CSF-1R-expressing N18 prostate cells (N18-Fms) were determined by transwell assay in the presence (+) or absence (-) of CSF-1. (**C**) Representative photographs (n = 3) of each cell populations after 5 days of culture in the presence (+) or absence (-) of CSF-1; cells were stained with calcein AM. Scale bars, 100 μm. (**D**) Fluorescence values are expressed as mean ± s.d of 3 independent experiments. ns = not significant, * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
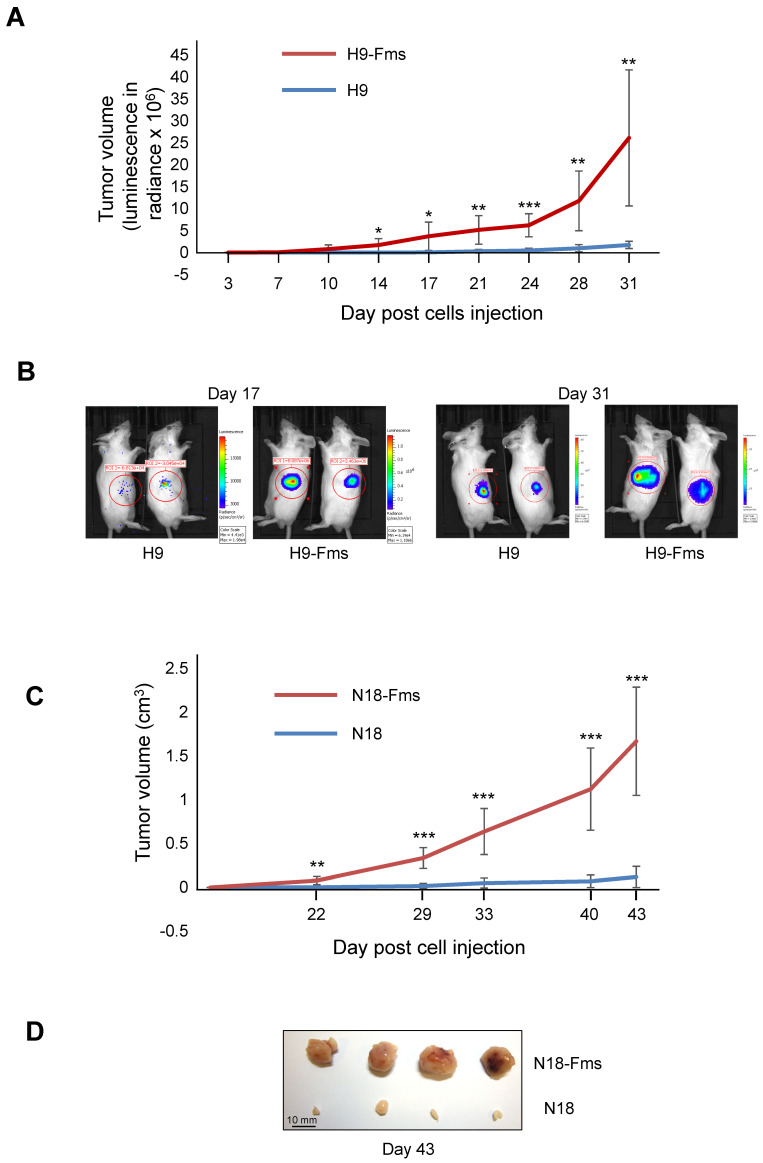
Tumor volume evolution of xenografted prostate C2H subclones. (**A**) Each male SCID mice were injected subcutaneous with H9-Fms (left flank) and control H9 (right flank) cells, both cell populations stably expressing luciferase gene. Every 3 or 4 days, luminescence was measured in radiance (photon/second/cm^2^/steradians). (**B**) Photographic demonstration of comparative tumor size of 2 mice at day 17 (left panels) and day 31 (right panels). (**C**) Each male SCID mice were injected subcutaneous with N18-Fms (left flank) and control N18 (right flank) cells. Tumor volume was measured using calipers. (**D**) Forty-three days after cell injection, tumors were removed from 4 mice and photographed. For all these experiments, each group contained eight mice. The values are expressed as mean ± s.d. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
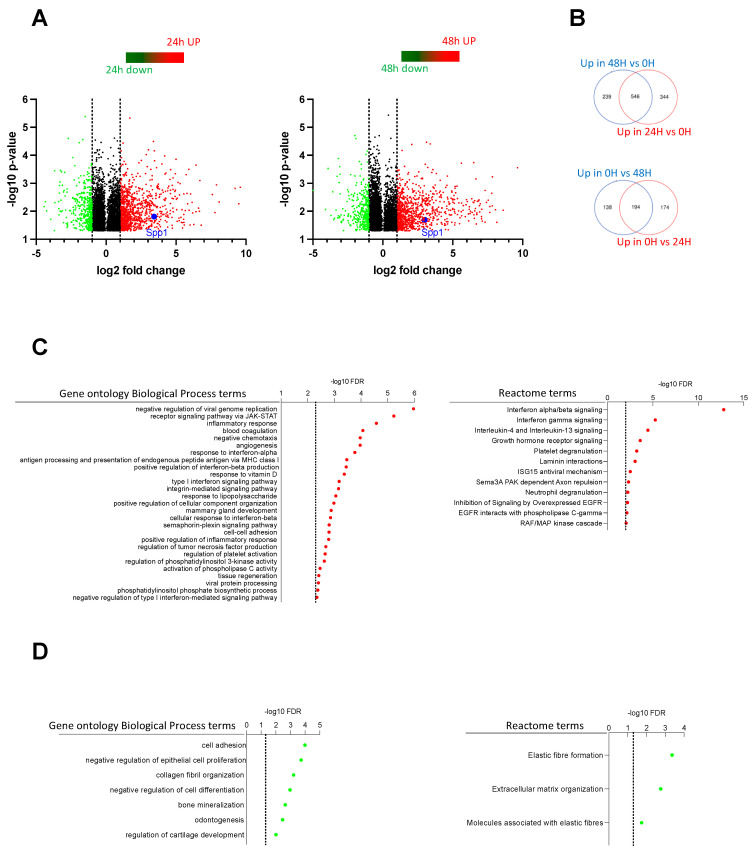
Transcriptome analysis of N18-Fms cells stimulated by CSF-1. (**A**) Volcano plots showing all genes differentially expressed with *p* < 0.05 when comparing 24 h (left plot) and 48 h (right plot) of CSF-1 treatment with untreated control (0 h) (N = 2 for each group). Genes upregulated and downregulated with a fold change of 2 (shown by the grey line) or more after treatments are shown by red and green dots, respectively. The *Spp1* gene is shown by a blue dot. (**B**) Venn diagram showing the intersection between genes upregulated (upper diagram) and downregulated (lower diagram) by the 24 h and 48 h CSF-1 treatments when compared to the untreated control. (**C**) Genes upregulated in both 48 h and 24 h of CSF-1 treatment when compared to untreated control (as shown in (**B**)) were subjected to a gene ontology enrichment analysis using the GO Biological Process (left panel) and Reactome terms (right panel). The −log10 of the FDR is shown for each enriched term with a FDR < 0.005 for Biological Process terms and a FDR < 0.01 for Reactome terms (shown by the dotted line). These thresholds were chosen for clarity purpose and the complete list of enriched terms is shown in Supplementary Table S1. (**D**) Same as in (**C**) using the genes downregulated in both 48 h and 24 h of CSF-1 treatment when compared to untreated control. All enriched terms with a FDR < 0.05 are shown.

**Figure 5:**
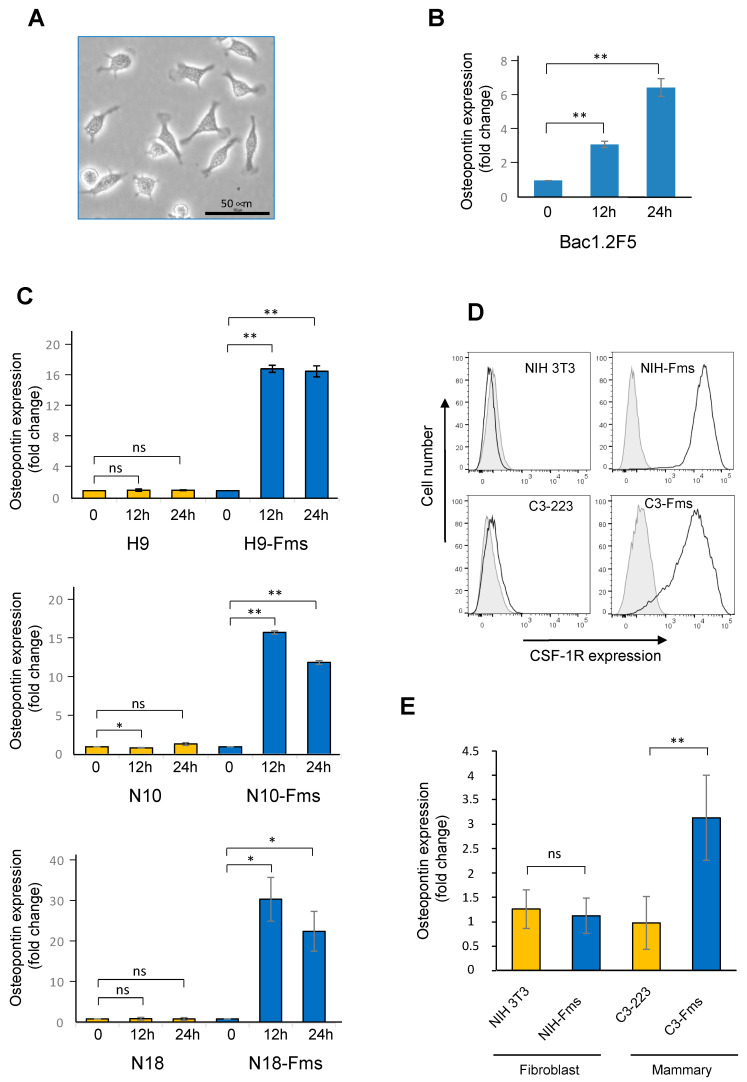
CSF-1 increases spp1/osteopontin mRNA expression in murine macrophages, prostate cancer cells and breast cancer cells. (**A**) Representative image (n = 3) of Bac1.2F5 murine macrophages cultured in the presence of CSF-1. (**B**) Relative expression of spp1/osteopontin mRNA was assessed by qRT-PCR performed in triplicate (normalized against RPLP38). Starved Bac1.2F5 cells were cultured or not in the presence of CSF-1 for 12 or 24 h. (**C**) Relative expression of spp1/osteopontin mRNA was assessed by qRT-PCR performed in triplicate (normalized against RPLP38). H9 and H9-Fms prostate cells (upper panel), N10 and N10-Fms prostate cells (middle panel), and N18 and N18-Fms prostate cells (lower panel) were cultured or not in the presence of CSF-1 for 12 or 24 h. (**D**) murine c-*fms* cDNA encoding CSF-1R was transduced in murine fibroblast NIH3T3 cells and murine mammary cancer C3-223 cells by retroviral infection; CSF-1R-expressing cells were isolated by FACS and two populations were obtained, named as NIH-Fms and C3-Fms. Cell surface expression was analyzed by flow cytometry. (**E**) Parental NIH3T3 fibroblast cells, NIH-Fms fibroblast cells, parental mammary C3-223 cells, and mammary C3-Fms cells were cultured in the presence of CSF-1 for 24 h and total RNA was isolated for analysis. The values are expressed as mean ± s.d. of 3 independent experiments. ns = not significant, * *p* < 0.05, ** *p* < 0.01. Data presented here are representative of 3 independent experiments.

**Figure 6:**
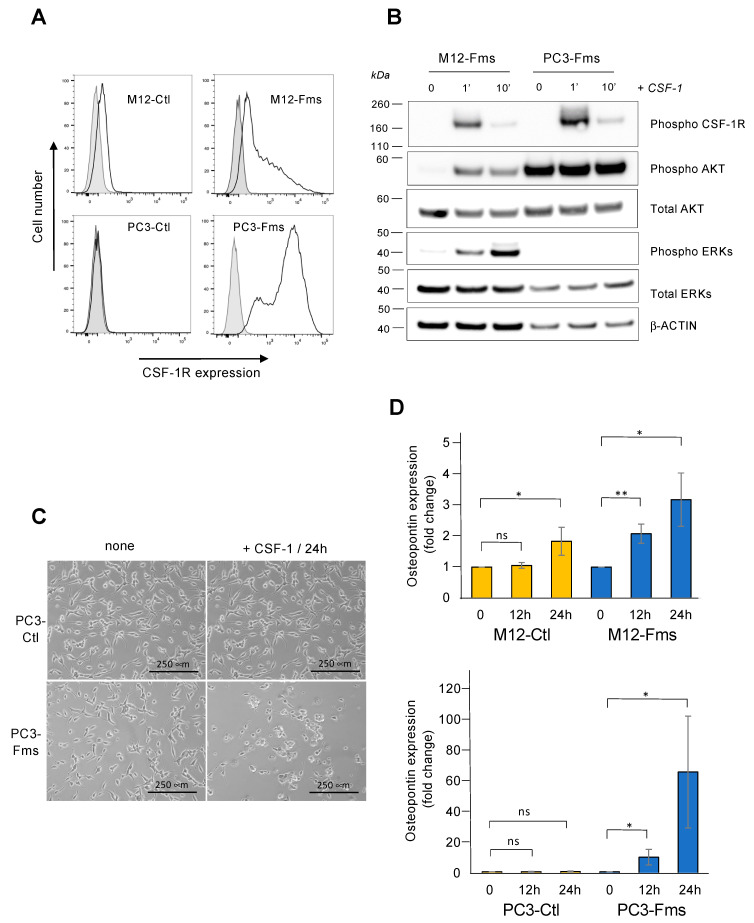
The CSF-1 receptor is functional in human prostate cells and increases spp1/osteopontin gene expression. (**A**) Two human prostate cancer cell lines, M12 and PC3, were transfected with human c-fms cDNA encoding CSF-1R or with the empty vector as a control (Ctl). Selected cell populations were analyzed for cell surface expression of CSF-1R by flow cytometry: each cell population transfected either with an empty vector (M12-Ctl and PC3-Ctl) or with c-Fms-vector (M12-Fms and PC3-Fms) were stained with anti-CD115-PE antibody (empty graph) or no antibody (grey filled graph). (**B**) Western blot analysis of CSF-1R signaling in Fms-expressing prostate cells after CSF-1 stimulation for 1 and 10 min. All cropped blots were run under the same experimental conditions. (**C**) Representative photographs (n = 3) of PC3-Ctl cells (upper panels) and PC3-Fms cells (lower panels) cultured in the absence (left panels) or the presence of CSF-1 (right panels) for 1 day. (**D**) Relative expression of spp1/osteopontin mRNA was assessed by qRT-PCR performed in triplicate (normalized against RPLP0). M12-Clt and M12-Fms cells (upper panel) and PC3-Ctl and PC3-Fms cells (lower panel) were cultured in the absence or the presence of CSF-1 for 12 h and 24 h. The values are expressed as mean ± s.d. of 3 independent experiments. * *p* < 0.05, ** *p* < 0.01, ns = not significant.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [76] and are accessible through GEO Series accession number GSE216628 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216628 (accessed on 8 December 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232416028/s1.

## Appendix A

**Table A1:** Primers for PCR.

Primer	Reverse (5′ → 3′)	Forward (5′ → 3′)
Mouse CSF-1	ACTTGCTGATCCTCCTTCC	CATCTCCATTCCCTAAATCAAC
Mouse CSF-1R	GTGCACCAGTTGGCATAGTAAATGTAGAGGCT	GACTGGAGAGGAGAGACCAGGACTATG
Human CSF-1	CATGCTCTTCATAATCCTTG	GCTGTTGTTGGTCTGTCTC
Human CSF-1R	GGCTCCAGCTCCGAGGGTCTT	TGCTGCTCCTGCTGCTATTG
Mouse GAPDH	GCCTTCTCCATGGTGGTGAA	GCACAGTCAAGGCCGAGAAT
Human RPLP0	GATGACCAGCCCAAAGGAGA	GTGATGTGCAGCTGATCAAGACT
Mouse RPLP38	TGACAGACTTGGCATCCTTCC	GGTTCTCATCGCTGTGCGG
Mouse OPN	CTAGTTGACCTCAGAAGATGAACTC	GGACCTCACCTCTCACATGAAGAGC
Human OPN	CATCAGACTGGTGAGAATCATC	ATCTCCTAGCCCCACAGAAT

# Supplementary material for: Macrophage-Colony-Stimulating Factor Receptor Enhances Prostate Cancer Cell Growth and Aggressiveness In Vitro and In Vivo and Increases Osteopontin Expression
**Source:** Int J Mol Sci. 2022 Dec 16;23(24):16028. doi: 10.3390/ijms232416028
**Supplement:** Supplementary file 1

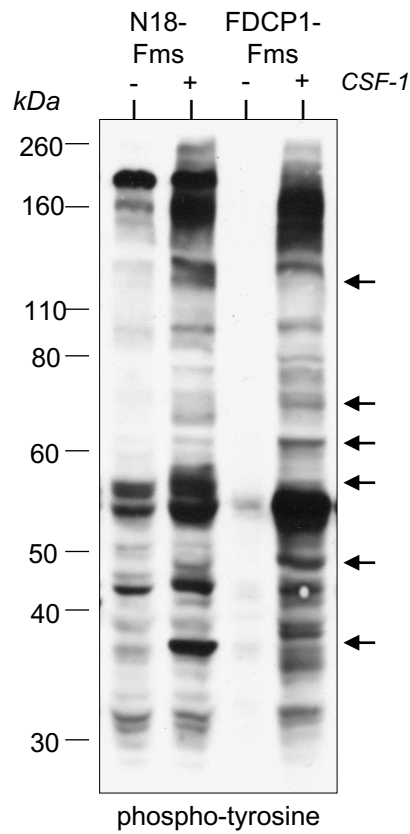

**Supplementary Figure S1:** Stimulation by CSF-1 of CSF-1R-expressing cells. Immunoblot analysis of protein tyrosine phosphorylation patterns shows differences (arrows) between stimulated myeloid FDCP1-Fms cells and prostate cancer N18-Fms cells.

# Supplementary material for: Macrophage-Colony-Stimulating Factor Receptor Enhances Prostate Cancer Cell Growth and Aggressiveness In Vitro and In Vivo and Increases Osteopontin Expression
**Source:** Int J Mol Sci. 2022 Dec 16;23(24):16028. doi: 10.3390/ijms232416028
**Supplement:** Supplementary file 1

**A**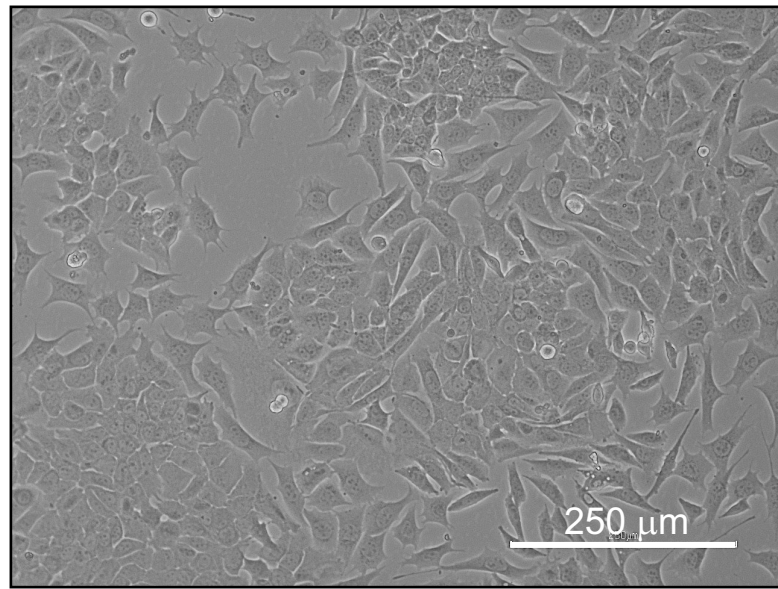**B**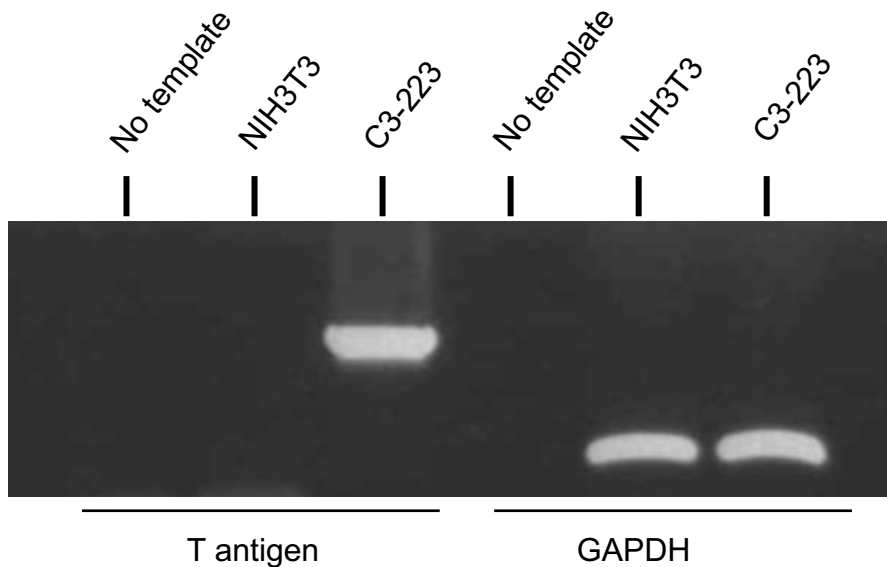

**Supplementary Figure S2: C3-223 mammary cancer cell line.**

(A) Representative photograph of murine C3-223 mammary cancer cell line, scale bar, 250μm. (B) T-antigen expression was analysed by a single PCR on genomic DNA extracted from murine C3-223 mammary cancer cell line and murine fibroblast NIH 3T3 cell line (as a negative control) with the primer set TA1/TA2 :

(GACCTGTGGCTGAGTTTGCTCA) / (GCTTTATTTGTAACCATTATAAG). GAPDH expression was used as a control of the quality of genomic DNA extraction.

How the deposited data were processed for this re-analysis (not part of the article)

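Expression was measured in N18-Fms cells on 6 single-color Agilent mouse arrays, 2 of unstimulated cells, 2 of cells stimulated with CSF-1 at 100 ng/mL for 24 h and 2 of cells stimulated for 48 h. Groups were taken from the sample labels, which give the same times as the results and the legend of Figure 4; the methods give 12 h and 24 h. The methods state that the RNA came from 2 independent experiments. The other experiments of the paper, including the quantitative PCR of Figure 5, have no deposited files and were left out.

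For each array the authors deposited the output of Feature Extraction 11.0.1.1, of which the background-subtracted and detrended spot signal was used, a linear intensity that the authors did not normalize between arrays. The same files give the mean pixel intensity of each spot and the median intensity of its local background, which the authors deposited as measured, and the flags of the software for spots well above background, saturated spots and outliers. The authors also deposited a table of log2 values for part of the probes; differences between arrays in these log2 values follow those of the log2 signal, 99.81% of them within 0.05 apart from a constant for each array, and each probe carries a baseline common to the 6 arrays. The paper's text names the software used for the comparisons, not its normalization or filter.

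From the signals, spots flagged as outliers were left out, repeated spots of a probe were averaged, and the log2 of the signal minus the 75th percentile of the array was taken. Because every spot was flagged on some array, 303 probes were left out, and with them the only probes of 135 genes. The brightest probe, by the mean over all arrays, stood for each gene, which gave 36028 genes, of which 24648 were well above background on both arrays of at least 1 group and were tested. Of the genes tested, 15632 were found in the RefSeq table of mouse genes, 13853 by symbol, 1577 by accession and 202 by synonym; otherwise the name in the files was kept.

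Of 59305 spots other than controls per array, between 58.7% and 72.0% were well above background, 0 were saturated and between 170 and 301 were flagged as outliers. The median signal lay between 51.65 and 68.2 and the 75th percentile between 550.3 and 611. The values of replicate arrays had a Pearson correlation across 29332 probes, which are not independent, between 0.9944 and 0.9954, and 0 probes had identical values. The number of arrays limits the precision.

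Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 2-sided), with data.table 1.17.8 to read the files. All 6 arrays entered one fit, with 3 residual and 2.39 prior degrees of freedom. Genes were called at an unadjusted p-value under 0.05 and a fold change of at least 2, the thresholds of Figure 4, and also with Benjamini-Hochberg adjusted p-values over all genes tested. The procedure was tested on simulated data with independent genes, 200 of them changed among 24648. Every simulated change lay well beyond the 2-fold threshold and was the same at both times. Of the changed genes, limma recovered 99% unadjusted and 98% adjusted at each time. These shares say nothing about genes near the threshold. All 6 arrays were also simulated 100 times without changes, with the simulated unstimulated arrays shared by both comparisons. These simulations were run both with independent genes and with genes that vary together as in the residuals.

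Mouse Reactome sets of fgsea 1.28.0, with 10 to 1000 genes in the background, were tested with one-sided Fisher's exact tests among genes called at both times, with the genes tested that belong to a set as background. The 16 gene lists, on the interferon response, MHC class I antigen presentation, the JAK-STAT pathway, the inflammatory response, EGFR ligands and ERBB signaling, semaphorins and plexins, laminins and their integrins, ERK targets, macrophage markers, collagens, elastic fibres, cell adhesion molecules, negative regulators of epithelial proliferation, cell cycle and proliferation, matrix proteases and epithelial-mesenchymal transition, were written from general knowledge before the data were examined. Their themes followed the terms of Figure 4C,D, which came from these same arrays. The lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over lists and times.

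The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names for its mouse cells, of which 1 is not reported, the 5 genes with a symbol in the RefSeq table and the largest mean change in each direction among those called at both times with every stimulated array beyond both unstimulated arrays, the 3 most changed genes of each list among those called at both times, and the 3 genes with the largest increase and the 3 with the largest decrease from 24 h to 48 h.

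The alternatives set before the data were examined were quantile normalization, median centring, and normexp background correction with an offset of 50 followed by either the 75th percentile shift or quantile normalization; the authors' log2 values; no filter on dim probes, or all 6 arrays well above background; the mean of a gene's probes, or every probe on its own; an intensity trend in the prior spread; only the groups compared in the fit; the methods' t-test; the replicate number or the slide as a block; each array left out in turn; other backgrounds and lists for the Reactome sets; and the other set tests. The closing section gives their effect, with 3 alternatives added later. GO terms were not tested because their gene memberships were not available.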

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

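The tests of the separate slide, of bright probes, of shared probes and of the scaling of Il34 were written down after their patterns had been seen and before their own outcomes were, those of the scaling of gene lists after their outcomes had been seen, and the genes of the stefin A family were picked after their values were seen; the tests of the gene lists against unstimulated cells and of single genes were set before the data were examined, and the list tests between the times were not among those set before. Each pattern was found in the same data on which it was tested and is a hypothesis.

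Genes of MHC class I antigen presentation differed between the 2 stimulation times, with a median of the 48 h minus 24 h log2 differences of 0.866 over 20 genes, all 20 of them higher at 48 h. The difference passed with camera (adjusted p = 5.3e-18) and fry (0.0405) and not with camera's estimated correlation (0.247), and limma called 0 single genes between the times after adjustment. The 50 interferon response genes had a median difference of 0.902, with 47 higher at 48 h, which passed with camera (4.15e-23) and not with fry (0.232), and lay between 0.592, with 42 of 50 higher, without the second 48 h replicate and 1.24 without the first. With each array left out in turn the MHC class I median lay between 0.663 and 1.07. The 24 h array on the separate slide is argued against, because without it at least 90% of the genes of either list were higher at 48 h. The scaling between arrays is argued against as well, because under 4 scalings the list medians were at least 0.663, with at least 94% of the genes of either list higher at 48 h. Time of stimulation, the difference that the design names, stays open, as does any other difference between the cultures, so the rise may continue between 24 h and 48 h.

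The 29 ERK target genes went the other way between the times, with a median 48 h minus 24 h log2 difference of -0.241 and 22 of 29 genes lower at 48 h. The difference passed with camera (adjusted p = 0.00791) and fry (0.0334) and not with the estimated correlation (0.247). With each array left out in turn the median lay between -0.209 and -0.448, the last without the 24 h array on the separate slide. That array is argued against as the origin, because without it 75.9% of the genes were still lower at 48 h. Scaling between arrays cannot be told apart from a change of these genes. Under 4 scalings the list median closest to 0 was -0.0548, under median centring, with 58.6% of the genes lower. A response that is stronger at 24 h than at 48 h may underlie the difference, and the time of stimulation is the biological difference that stays open, untested by any other group.

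Gm5483, which the paper does not discuss, had the largest mean increase by fitted values among genes called at both times with a symbol in the RefSeq table, at least 520-fold at 24 h and 2162-fold at 48 h, and was well above background on 1 of the 2 unstimulated arrays. It belongs to the stefin A family, of which 6 of 9 genes with a probe were upregulated at both times. Besides Gm5483 and Stfa2l1, which rose at least 149.6-fold and 776-fold, BC100530 had log2 fold changes of 7.90 and 10.15, 2010005H15Rik of 4.96 and 7.84 and Stfa3 of 1.13 and 2.61, and Gm5416 was not well above background in unstimulated cells. Stfa2 had log2 fold changes of -0.69 at both times without passing a threshold, Stfa1 was not well above background on any array, and BC117090 on 1 array only. One transcript read by several probes could produce such a group. Over 36 pairs of probes of different family genes the highest identity was 66.7%, and 58.3% among the genes upregulated at both times, so the probes differ, but how close the transcripts of these genes are to each other at the probed sites is not known. How many family genes changed therefore cannot be told apart from how many probes a transcript reaches, while the increase itself does not depend on it.

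Il34, the gene of the other ligand of CSF-1R, is not reported for these arrays in the paper and had log2 fold changes of 1.721 at 24 h (adjusted p = 0.00246) and 1.729 at 48 h (0.0019), with both stimulated arrays above both unstimulated arrays at each time. With each array left out in turn the values lay between 1.66 and 1.79 at 24 h and between 1.69 and 1.77 at 48 h. Scaling between arrays is argued against, since the lowest value over 4 scalings and both times was 1.41. An effect of CSF-1 on Il34 expression is a candidate explanation that stays open; the arrays measure transcript and not protein.

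The 46 genes of cell cycle and proliferation, which the paper does not discuss for the arrays, had median log2 fold changes of -0.302 at 24 h (camera, adjusted p = 2.04e-08) and -0.532 at 48 h (1.15e-12), with 42 and 46 of 46 genes lower. Both also passed with fry and neither with an estimated correlation (0.309 and 0.264). Scaling is argued against, because over 4 scalings and both times the list median stayed at -0.256 or lower, with at least 89.1% of the genes lower. Bright genes as a group tended to be lower, and random lists matched on brightness had medians of -0.0623 and -0.0929. The list lay below all 10000 such lists at both times, whose lowest medians were -0.27 and -0.325 (permutation p = 1e-04, the smallest they can give), which argues against a loss of signal of bright probes as the whole explanation. From 24 h to 48 h the median difference of -0.244 passed with camera and not with fry (0.232). It was -0.108 without the second 24 h replicate, beside a median of all genes of -0.101, and -0.0582 under median centring with 63% of the genes lower, so a further decrease after 24 h is not established. The decrease against unstimulated cells may reflect slower growth of stimulated cells, which the paper reports for added CSF-1 in Figure 2A; no growth was measured in the cultures of the arrays.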

How the results depend on the processing

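In this part the alternatives that count only genes in the RefSeq table, that combine the authors' log2 values with the methods' t-test, and that combine all 6 arrays well above background with the methods' t-test were chosen after seeing the data; the others were set before. Where a value moved, the cause was not tested unless stated. No called result was called in the other direction under any alternative run, but the medians of 2 called lists at 24 h changed sign, that of EGFR ligands and ERBB signaling to -0.0395 under median centring and that of the negative regulators of epithelial proliferation to 0.0029 without the first unstimulated replicate, where camera, which compares a list with the other genes, kept its direction. Of the results for gene lists, 610 kept their side of the threshold, 44 lost and 18 gained a call; for named genes, 2455 kept it, 280 lost and 26 gained one.

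With normexp and the 75th percentile shift, 874 genes differed at 24 h (866 adjusted) and 893 at 48 h (873 adjusted), 468 were upregulated and 159 downregulated at both times, 467 and 155 of them among the 856 and 255, and 166 differed between the times. With normexp and quantile normalization the counts were 844 (832 adjusted), 879 (860 adjusted), 467, 146 and 173. The correlation of the 24 h and 48 h changes across genes was 0.883 and 0.882 under these settings. The added offset shrinks changes of dim genes by construction.

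Without the filter on dim probes, 3311 genes differed at 24 h, 816 adjusted at 48 h and 1318 between the times, and the correlation was 0.762; more genes were tested, 36028. With all 6 arrays well above background, 1104 genes differed at 24 h and 190 between the times, and 545 were upregulated at both times; fewer genes were tested, 21322, and a gene silent in unstimulated cells is left out by construction. Signal over background thus limits the counts at 24 h and the fold changes of dim genes, for which only lower limits are given.

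Median centring shifted the median of all genes from 0.0456 to -0.265 at 24 h and from -0.0222 to -0.147 at 48 h, and every change under it is relative to that shift. It left 457 genes downregulated at both times and 5 Reactome sets over-represented among them. The share of upregulated genes among those called at 24 h was 77% in the limma fit, 61.5% with quantile normalization, 45.5% with median centring, and 67.2% and 68.8% with normexp. At 48 h it was 73.8%, and 60.9% with median centring. Between the times the share higher at 48 h was 40.9%, and 70.9%, 68.9%, 84.3% and 85.5% in the same order of settings. With all 6 arrays well above background and the scaling unchanged it was 74.2%. The genes lower at 48 h numbered 327 in the limma fit, 26 with normexp and the 75th percentile shift and 49 with that filter, so the share depends on the treatment of dim probes as well as on the scaling.

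The methods' t-test gave 0 genes after adjustment at 24 h and 0 at 48 h, against 1356 and 1164 unadjusted, and 243 between the times; it left Spp1 at 3.436 and 2.988 with adjusted p-values of 0.165 and 0.171. On simulated data with 200 changed genes the adjusted test recovered 1 gene at 24 h and 0 at 48 h, so with these arrays its lack of calls does not show a lack of change. With an estimated correlation, camera called 0 of the 32 list and time combinations and fry 29, against 23. The filter on all 6 arrays with the methods' t-test gave 941 genes at 24 h, 878 at 48 h, 447 upregulated and 160 downregulated at both times.

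The slide as a block equals leaving out the 24 h array on the separate slide for the fold changes of the 24 h comparison, while the genes tested stay those of all 6 arrays, and gave a correlation across genes of 0.823, 2042 genes at 24 h and 1610 at 48 h. The replicate block gave 1892 genes at 24 h, 1619 at 48 h, 858 upregulated and 252 downregulated at both times, 559 between the times, 37 and 3 Reactome sets and 21 list and time combinations. Deviations of arrays with the same replicate number had correlations of 0.128, 0.0941 and 0.199 between groups over 24648 genes. One of them is under 0.1, and the labels do not say what a replicate number shares. The third principal component separates the first replicate of each group (17.2, 18.4 and 24.1) from the second (-18.7, -22.7 and -18.2). The replicate numbers may therefore stand for the independent experiments that the methods name.

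With each array left out in turn, a group with a lone array is assumed to vary like the others. The filter for that group then rests on the lone array, so between 24919 and 27823 genes were tested. Counts and list medians with arrays left out therefore mix the looser filter with the effect of the array. At 24 h between 1864 and 3377 genes differed (423 to 1449 adjusted), the highest unadjusted and the lowest adjusted count without the second 24 h replicate, and at 48 h between 1629 and 2120 (672 to 1195 adjusted, the lowest without the second unstimulated replicate). Between 823 and 1035 genes were upregulated at both times and between 238 and 463 downregulated, the last without the first unstimulated replicate, where 7 Reactome sets were over-represented among them (lowest 2). Between the times 588 to 1488 genes differed, the highest without the second 24 h replicate. Spp1 lay between 3.026 and 3.845 at 24 h and between 2.579 and 3.398 at 48 h, with adjusted p-values of 0.054 without the second 24 h replicate and 0.0522 without the first 48 h replicate. The correlation lay between 0.741 and 0.881, 27 to 34 Reactome sets were over-represented among upregulated genes, and 19 to 22 list and time combinations passed.

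Further alternatives kept the total counts of genes differing at each time and between the times, and those called at both times, within 1.5 times. These were the authors' log2 values, the mean of a gene's probes, every probe on its own and the intensity trend. Only the groups compared and genes in the RefSeq table did so as well. They gave 1405 to 2413 genes at 24 h and 1277 to 1888 at 48 h. The genes lower at 48 h than at 24 h moved further, from 327 to 528 with every probe and to 194 with genes in the RefSeq table. Reactome sets over-represented among upregulated genes numbered between 24 and 39 over the alternatives set before, other than left-out arrays. Every alternative set before the data were examined was run.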

Differences from the paper's values

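At the thresholds of Figure 4, the paper reports 1258 genes changed at 24 h, and 1908 were found here. Of the alternatives set before the data were examined, the count fell within 1.5 times the paper's with quantile normalization (1552), normexp with the 75th percentile shift (874), normexp with quantile normalization (844), all 6 arrays well above background (1104), the methods' t-test (1356) and without the second unstimulated replicate (1864). It did not with median centring, the authors' log2 values, no filter on dim probes, the mean of probes, every probe, the intensity trend, only the groups compared, the replicate block, the slide block, or any of the other 5 arrays left out. Alternatives chosen after seeing the values also came within it, with only genes in the RefSeq table (1405), the authors' log2 values with the methods' t-test (1347) and all 6 arrays well above background with that test (941).

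The paper reports 546 genes upregulated at both times, and 856 were found here. The count fell within 1.5 times the paper's with quantile normalization (720), median centring (655), normexp with the 75th percentile shift (468) and with quantile normalization (467), all 6 arrays well above background (545), the methods' t-test (606) and the slide block (806). It did not with the authors' log2 values, no filter on dim probes, the mean of probes, every probe, the intensity trend, only the groups compared, the replicate block, or any of the 6 arrays left out (823 to 1035). Alternatives chosen after seeing the values that came within it were only genes in the RefSeq table (684), the authors' log2 values with the methods' t-test (599) and all 6 arrays well above background with that test (447).

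Of 10 Reactome pathways that the paper reports for upregulated genes and that were compared here, 7 were over-represented among upregulated genes here. The sets compared are not the same, since the paper's sheet has 67 reference genes for Interferon alpha beta signaling, 20 of them in its list, and 9 for EGFR interacts with phospholipase C-gamma, 4 of them in its list, against 21 and 28 genes here. The paper lists 3 that were not over-represented here: Interferon alpha beta signaling (adjusted p = 0.0697), Sema3A PAK dependent Axon repulsion (0.477) and EGFR interacts with phospholipase C-gamma (1). The first passed with all 6 arrays well above background (0.0268) and with all genes tested as background (0.0402), and the others passed under 0 of 24 alternatives, 2 of which were chosen after seeing the values. All 3 pathways of Figure 4D were over-represented here. Elastic fibre formation was so under all 24 alternatives, Molecules associated with elastic fibres under 22 and Extracellular matrix organization under 19.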

Other observations

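The tests of the interferon source and of dim genes were written down after these patterns had been seen and before their own outcomes were, and the count for macrophages was limited to the genes tested after its outcome had been seen; the remaining values were not tested against an explanation.

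Interferon response genes rose at both times, and 2 sources were tested. Interferon made by the stimulated cells could produce the response. Of 15 type I and type III interferon genes with a probe, 12 were well above background in a stimulated group and 0 were called at both times; Ifnb1 and Ifna4 were not well above background on any array. This leaves the question open, since a transient transcript or a low amount of it would be missed. Macrophages among the stimulated cells are not excluded. Of 6 abundant macrophage genes 4 could be tested, and 0 of these 4 were upregulated at both times, whereas Mrc1, Mertk and Clec4d of the longer marker list were. Lyz2 was not well above background on any array and was not tested, Fcer1g had log2 fold changes of 0.035 and 0.079, and Cd14 of 0.87 (adjusted p = 0.00997) and 0.71 (0.0178), below 2-fold. Cd68 was not well above background on all arrays and was not called, Tyrobp was too dim to be tested, and Ctss was well above background, and upregulated, at 48 h only.

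At 24 h dim genes were higher. With the genes tested in 3 equal parts by brightness, the dimmest 8216 genes had a median log2 fold change of 0.293 and the brightest 8216 of -0.085, against 0.0861 and -0.12 at 48 h, and 850 of the genes called upregulated at 24 h were in the dimmest part, 358 in the middle and 261 in the brightest. The array on the separate slide is argued against as the only origin, because without it the dimmest part stayed 0.252 above the brightest, with medians of 0.162 and -0.0903. Higher background on the 24 h arrays may contribute. The negative control spots, 308 per array, had normalized medians of -6.68 and -6.62 in unstimulated cells, -6.37 and -6.13 at 24 h and -6.16 and -6.95 at 48 h. The dimmer 24 h array lay -0.209 from the brightest other array, a 48 h array, while both 24 h arrays lay above both unstimulated arrays, so background and expression of dim genes at 24 h cannot be told apart. No biological explanation was tested.

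Of 3681 probed regions of long intergenic noncoding RNA tested, 45 were upregulated and 7 downregulated at both times. Gapdh had log2 fold changes of -0.070 (adjusted p = 0.702) and 0.11 (0.525), where the sign of Gapdh at 24 h was positive under quantile normalization and at 48 h negative under median centring.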
